# Gut microbes and the liver circadian clock partition glucose and lipid metabolism

**DOI:** 10.1172/JCI162515

**Published:** 2023-09-15

**Authors:** Katya Frazier, Sumeed Manzoor, Katherine Carroll, Orlando DeLeon, Sawako Miyoshi, Jun Miyoshi, Marissa St. George, Alan Tan, Evan A. Chrisler, Mariko Izumo, Joseph S. Takahashi, Mrinalini C. Rao, Vanessa A. Leone, Eugene B. Chang

**Keywords:** Metabolism, Fatty acid oxidation, Gluconeogenesis, Mouse models

## Abstract

Circadian rhythms govern glucose homeostasis, and their dysregulation leads to complex metabolic diseases. Gut microbes exhibit diurnal rhythms that influence host circadian networks and metabolic processes, yet underlying mechanisms remain elusive. Here, we showed hierarchical, bidirectional communication among the liver circadian clock, gut microbes, and glucose homeostasis in mice. To assess this relationship, we utilized mice with liver-specific deletion of the core circadian clock gene *Bmal1* via *Albumin*-*cre* maintained in either conventional or germ-free housing conditions. The liver clock, but not the forebrain clock, required gut microbes to drive glucose clearance and gluconeogenesis. Liver clock dysfunctionality expanded proportions and abundances of oscillating microbial features by 2-fold relative to that in controls. The liver clock was the primary driver of differential and rhythmic hepatic expression of glucose and fatty acid metabolic pathways. Absent the liver clock, gut microbes provided secondary cues that dampened these rhythms, resulting in reduced lipid fuel utilization relative to carbohydrates. All together, the liver clock transduced signals from gut microbes that were necessary for regulating glucose and lipid metabolism and meeting energy demands over 24 hours.

## Introduction

Circadian rhythms are essential to nearly all life, coordinating behavior and compartmentalizing physiological processes that govern energy balance over a 24-hour period (1). Self-sustaining and cell-autonomous, circadian rhythms serve to synchronize metabolism across active and inactive phases (2), including transitions between feeding and fasting, which is key for glucose regulation (3). Circadian disruption is linked to metabolic syndrome (4), and glucose dysregulation is a hallmark of the disease (5, 6). Gluconeogenesis (GNG), the endogenous production of glucose, is critical during periods of prolonged fasting (7). Along with the influence of endogenous hormones (8), both circadian rhythms and gut microbes drive GNG, and disruption of either leads to aberrant hepatic GNG (9, 10). Few mechanistic insights explain how these consequences arise; thus, understanding how these systems function in the context of metabolic homeostasis is of utmost importance.

The circadian clock molecular components are expressed in nearly all cells, forming an elegant feedback loop that organizes gene expression. *Bmal1* and *Clock* constitute the positive arm that activates gene transcription, including 2 *cryptochrome* genes (*Cry1–2*) and 3 *period* genes (*Per1–3*), which serve as the negative arm to repress *Bmal1* and *Clock*. This results in reduced expression of *Cry1–2* and *Per1–3*, allowing the positive arm to resume expression (11). Following genetic disruption of clock genes, metabolic networks become imbalanced, leading to disorders such as glucose intolerance and insulin resistance. While the central brain clock serves as the master regulator, peripheral tissue clocks exhibit unique oscillations and their disruption results in differential metabolic outcomes (reviewed in ref. 12). For instance, mice deficient in hepatic *Bmal1* uniquely display increased fasted glucose clearance, altered expression of hepatic GNG genes, and reduced functionality of mitochondria.

The gut microbiome is a key regulator of global host metabolism. Microbes vitally contribute to digestion and play a significant role in programming host energy balance (13–15). Their importance in metabolic homeostasis is established through the use of germ-free (GF) mice raised in complete absence of microbes (16). Environmental changes, such as diet, can rapidly affect microbial composition and functions that affect the host (13, 17). Disturbances in sleep also alter gut microbiome composition in both mouse and human models (18–20). Indeed, gut microbes are essential for normal energy balance and liver metabolic function, including hepatic GNG and glucose tolerance (9, 21, 22).

Gut microbes provide critical inputs that drive host circadian rhythms and metabolism, and exposure to high-fat diet disturbs these rhythms and functionality in mice (23, 24). High-fat diet also disrupts diurnal oscillations of microbial abundance and metabolite levels, while timed feeding can somewhat recover this effect (23, 25). Mice with global genetic mutations in circadian clock genes exhibit significantly altered microbial community profiles and loss of oscillations in specific taxa (18, 26, 27). Conversely, in absence of gut microbial cues, GF WT mice exhibit dampened rhythmicity in the expression of core circadian clock genes in both brain and liver, as well altered transcriptomic patterns in liver, small intestine, and white adipose tissue (23, 28). While the link among circadian rhythms, gut microbiota, and host metabolism is established, few mechanisms have been proposed to explain how these phenomena occur, how the circadian clock in specific metabolic organs such as the liver is involved, and how this affects global metabolic regulation. We hypothesized that hepatic GNG is driven by bidirectional interactions between the hepatic circadian clock and gut microbiota.

Here, using the liver-specific *Bmal1*-knockout mouse raised in both conventional and GF conditions, we demonstrated a hierarchy of signals between the gut microbiome and liver clock that coordinate hepatic GNG, fatty acid β-oxidation (FA β-Ox), and diurnal glucose homeostasis. We identified that regardless of microbial status, the liver clock is a primary driver of hepatic transcription, particularly of genes involved in the organization and function of key metabolic pathways. Additionally, the liver clock transduced timed signals from the gut microbiome to promote coordinated differential, oscillatory, and correlated transcription patterns in glucose and lipid metabolic pathways. When either of these components (host clock or microbes) were absent or dysfunctional, we observed a significant gain in oscillating hepatic transcripts that were disorganized. The absence of a functional clock also resulted in expansion of oscillations in specific fecal microbial abundances. Altogether, we revealed interactions between the liver circadian clock and gut microbes that aid in glucose and lipid homeostasis that governs whole-body metabolism and fuel utilization.

## Results

### Gut microbes are essential for liver circadian clock regulation of insulin-independent glucose clearance.

To assess the effects of a dysfunctional liver clock and gut microbes on mammalian host metabolism, we utilized male and female mice with liver-specific deletion of *Bmal1* gene expression generated by crossing *Bmal1^fl/fl^* mice with *Albumin-cre* mice (LKO mice), compared with control *Bmal1^fl/fl^* (WT) mice (29, 30). We confirmed *Bmal1* deletion in the liver, while expression in the brain remained intact (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI162515DS1). To assess the role of microbiota, we maintained both WT and LKO mice in conventional, specific-pathogen free (SPF) or GF conditions.

SPF LKO male mice exhibited significantly increased body weight compared with that of SPF WT mice, while, in contrast, GF LKO mice exhibited a slight, but nonsignificant trend of decreased body weight relative to GF WT mice (Supplemental Figure 1B, left). This difference in body weight could not be explained by changes in gross liver or fat pad tissue weight (Supplemental Figure 1C). Weekly caloric consumption revealed similar patterns; SPF LKO mice ate slightly, but significantly, more than WT mice, while GF LKO mice ate slightly, but significantly less, than their WT counterparts (Supplemental Figure 1B, right). We then measured resting blood glucose levels every 4 hours over a 12:12 light/dark (LD) cycle and found that overall levels were not drastically different between groups in male mice (Figure 1A). However, analysis by CircWave revealed only WT mice, regardless of microbial status, exhibited significant oscillation of blood glucose levels, indicating that diurnal circulating blood glucose is driven by the liver clock and not gut microbes.

Given previous work by Lamia et al. (31), we performed an oral glucose tolerance test (GTT) and observed that male GF mice exhibited more rapid glucose clearance than their SPF counterparts (AUC, *P* < 0.05) (Figure 1B). We also observed a genotype-driven effect in SPF conditions where LKO mice cleared glucose significantly faster than WT mice. Circulating insulin levels during the GTT were not significantly different between WT and LKO mice in either SPF or GF conditions, suggesting that insulin secretion was not affected by liver clock functionality (Figure 1C). We next interrogated insulin sensitivity by intraperitoneal insulin tolerance test (ITT) on SPF and GF WT and LKO male mice and found no difference in insulin sensitivity between genotypes in either microbial condition (Supplemental Figure 1D), suggesting that differences in male *Bmal1*-dependent glucose clearance are insulin independent.

These data suggest that the liver circadian clock imparts an insulin-independent effect on glucose clearance that is dependent on the presence of gut microbes.

### Circadian clock– and microbiome-driven GNG is liver specific and requires in vivo signals.

To interrogate the role of the liver clock on GNG, we performed an intraperitoneal pyruvate tolerance test (PTT). We found that GF mice exhibited significantly lower GNG rates than their SPF counterparts, regardless of genotype (Figure 1D). We also observed that LKO mice exhibited reduced GNG in SPF conditions, while no differences between genotypes in GF conditions were evident, indicating that the liver clock mediates GNG via gut microbes.

To determine whether reduced GNG is liver clock–specific, we performed PTT on mice lacking a functional core brain clock by *CamkIIa*-*cre* forebrain-specific *Bmal1* knockout, while peripheral clocks remain intact (32, 33) (Supplemental Figure 1A). We found no difference in GNG rates between WT and forebrain-*Bmal1*-KO mice (Supplemental Figure 1E), indicating that clock-mediated changes in GNG are specific to hepatic *Bmal1* and the liver clock. This result corroborates previous evidence that the liver clock, specifically hepatic *Bmal1*, is somewhat autonomous from the core clock located in the brain (34).

Because both GNG and glycogenolysis are costimulated during periods of prolonged fasting, we measured glycogen levels in liver samples collected from each group every 4 hours over 24 hours. We observed no difference between SPF groups at any time point, and glycogen content was only elevated in GF WT mice relative to LKO mice at zeitgeber time 22 (ZT22; 4 am) (Supplemental Figure 1F). In all groups, liver glycogen levels exhibited significant and remarkably similar oscillations over a 24-hour period, as evident by CircWave statistics. These data indicate that hepatic glycogenolysis is not a major contributor to either the microbe- or clock-mediated effect on the observed glucose homeostasis phenotype, further supporting that GNG is the major contributor.

Finally, we examined glucose production in primary hepatocytes isolated from SPF and GF WT and LKO mice ex vivo following stimulation with GNG-inducing substrates in glucose-free media. We found no difference in glucose production in media between groups following GNG stimulation with a cell permeable cAMP analog (cPT-cAMP) (Supplemental Figure 1G). This suggests that the cellular machinery to perform GNG is not affected by liver clock functionality or prior exposure to gut microbes and that additional in vivo signals are necessary for liver clock– and microbe-mediated GNG.

In addition to the above experiments performed using male mice, we also performed several of the same experiments using female mice to investigate the potential role of sex. Interestingly, we did not observe any differences between genotype in female mice for body weight or food intake (Supplemental Figure 2A) and little difference in diurnal blood glucose (Supplemental Figure 2B). Additionally, GTT in female mice revealed no significant differences in AUC (Supplemental Figure 2C), suggesting that liver clock–mediated glucose clearance is in part driven by sex. We also performed PTT of female SPF WT and LKO mice and observed no difference in GNG (Supplemental Figure 2D). Given these results indicating that liver clock–mediated glucose clearance and GNG are male specific, we proceeded with only male mice for the duration of the study.

Overall, we found a microbiota-dependent effect of liver circadian clock–mediated GNG in male mice that requires real time in vivo signals.

### Gut microbes are necessary, but not sufficient, for liver clock–mediated GNG.

To investigate the role of gut microbes, we performed PTT in adult SPF WT and LKO mice both before (Pre-Abx) and after (Post-Abx) acute elimination of gut microbes via daily antibiotic treatment for 2 weeks. We also confirmed significant bacterial reduction, as determined by 16S gene copy number in Post-Abx stool via RT-PCR (Supplemental Figure 3A). While PTT of Pre-Abx mice mimicked our SPF results in Figure 1D, we observed no differences in GNG between genotypes Post-Abx, as measured by AUC, closely resembling outcomes in GF mice (Figure 2A). This supports the hypothesis that gut microbial cues are essential for in vivo coordination of GNG mediated by the liver clock.

Next, we conventionalized adult GF C57BL/6J WT mice via fecal microbiota transplant from either WT or LKO SPF donor mice and performed PTT (Figure 2B). Here, we did not observe significant differences between recipient groups. This suggests that gut microbes selected by the presence or absence of a functional liver clock alone were insufficient to transfer the GNG phenotype, implying that genotype is the primary driver of GNG. We then performed a different microbiota transplant in which we conventionalized GF WT or LKO recipient mice with identical WT donor fecal microbes (Figure 2C). We observed significantly reduced GNG in LKO mice relative to that in WT recipients, indicating that restoration of the LKO SPF phenotype requires both gut microbes and genetic absence of a liver clock.

Given that gut microbes directly modulate GNG via the liver clock, we sought to determine whether loss of *Bmal1* affects microbiota community membership. Cohousing animals can normalize microbiota differences and mask the effect of genotype, largely due to the coprophagic tendencies of mice; therefore, we compared SPF WT and LKO mice in a mixed housing scenario (WT + LKO) with mice separated by genotype at weaning (WT + WT vs. LKO + LKO) (Supplemental Figure 3B) until 12 weeks of age. Regardless of housing, we detected no significant differences in relative abundance of 16S rRNA gene amplicon sequence variants (ASVs) belonging to either dominant phyla or less abundant phyla (Supplemental Figure 3, C and D) or in overall community membership via metrics of β-diversity (Supplemental Figure 3E).

Taken together, liver clock functionality does not impact overall gut microbiota community assemblage; however, the liver clock serves as the primary driver of GNG, while microbes are key secondary drivers. This suggests a concurrent interaction between gut microbes and the liver clock that requires real-time microbial signals to mediate GNG.

### The liver clock drives oscillations of specific microbiota community members.

Global deletion of *Bmal1* in mice has been previously shown to alter diurnal oscillations of fecal microbiota (26). Thus, we inquired whether liver clock functionality affected diurnal oscillations of microbiota in feces collected from WT and LKO male and female mice every 6 hours over 2 consecutive 24-hour light/dark periods (Supplemental Figure 4A). We found that absolute 16S gene copy number was similar between WT and LKO mice across all time points for both sexes (Supplemental Figure 4B and Supplemental Figure 5A). We next utilized empirical Jonckheere-Terpstra-Kendall CYCLE (eJTK) to identify significantly oscillating ASVs. Here, we discovered that male LKO mice exhibited nearly twice the number of oscillating ASVs compared with WT mice (Figure 3A and Supplemental Figure 4C). The influx of unique oscillating microbes in LKO mice was mostly attributed to ASVs identified to class Clostridiales. Conversely, we observed little difference in the number of oscillating Bacteroidales ASVs, suggesting that LKO mice may specifically impact diurnal oscillations of Clostridiales taxa. Interestingly, we observed little difference in the number of oscillating ASVs between female WT and LKO mice (Supplemental Figure 5, B and C).

Aside from proportion, the relative abundance of oscillating ASVs was also substantially greater in LKO relative to WT mice (Supplemental Figure 4D). We identified that while overall abundance of total versus oscillating Bacteroidales and Clostridiales ASVs was not different between WT and LKO mice, only Clostridiales exhibited increased abundance of oscillators in LKO mice (Figure 3B). We then examined oscillating Clostridiales at the family level and identified that Lachnospiraceae and Ruminococcaceae accounted for the gain of uniquely oscillating ASVs in LKO mice (Figure 3C). While the total abundance of either family was not different between genotypes, the abundance of individual oscillating ASVs greatly increased within LKO mice (Figure 3D). Interestingly, among the ASVs annotated to species, *Lactobacillus murinus* similarly appeared to gain oscillation in LKO mice, while total abundance remained constant (Supplemental Figure 4E).

In addition to the eJTK oscillation analysis, we also examined log ratios, which are not sensitive to microbial load and rely on more reproducible reference frames (35, 36). We generated and ranked log ratios for all ASVs at each time point relative to ZT2 (Supplemental Figure 6A). LOESS-fitting plots of the log ratios showed more robust oscillation patterns in LKO mice when grouped at the family level as compared with WT mice (Supplemental Figure 6B), particularly for Ruminococcaceae, Lachnospiraceae, and Lactobacillaceae, confirming our eJTK results. Other taxonomic groups also exhibited a more robust oscillation pattern in LKO mice compared with WT mice, including Muribaculaceae and Erysipelotrichaceae. Finally, application of a nonzero sinusoidal fit analysis identified that log ratios of ASVs in LKO mice exhibit a significantly greater sinusoidal fit than WT mice (*P* < 0.0001), further confirming our previous eJTK oscillation analysis of relative abundance data (Figure 3E).

Altogether, despite a lack of changes in overall microbial profiles, loss of a functional liver clock drives a signature of increased diurnal oscillations in specific stool microbiota community members, particularly those belonging to the class Clostridiales.

### The liver clock is the main driver of hepatic transcriptomes, secondarily influenced by gut microbes.

Given that liver clock and gut microbes regulate GNG, we sought to determine whether this and other molecular metabolic pathways were effected. 

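Livers of male mice were sampled at 6 zeitgeber times (ZT, hours from lights on), namely ZT2, ZT6, ZT10, ZT14, ZT18 and ZT22, in 4 groups. WT mice carried loxP-flanked Bmal1, which encodes a core activator of the circadian clock, and LKO mice also carried Albumin-cre, which removes Bmal1 in the liver. Either genotype was kept with its microbiota under specific pathogen-free (SPF) conditions or without microbes, germ free (GF), in isolators. Each group had 3 mice per ZT, so 18 libraries per group and 72 in all. Stranded mRNA libraries were sequenced from a single end, and the authors aligned the reads with STAR to mm10 (GRCm38) and counted them per gene with featureCounts and the Ensembl release 97 annotation. The deposited values are these counts, without normalization. The counting left out reads that aligned to several places or overlapped more than 1 gene and did not use the strand, so values of near-identical gene copies, overlapping genes and antisense genes are uncertain. The table lists 55573 genes, of which 22224 had no count in any library. SPF WT libraries held 18337729 to 20832529 counts (median 19208248), SPF LKO libraries 18766956 to 22076113 (median 19861999), GF WT libraries 18014398 to 20048880 (median 18942899) and GF LKO libraries 17369927 to 19923220 (median 18780659). No pair of libraries held the same counts. Xist had at most 8 counts in any library and Ddx3y, on the Y chromosome, at least 1390, as male mice would give. Counts were scaled by edgeR's TMM factors for tests between groups and for CPM (counts per 1000000), and transformed by DESeq2's variance-stabilizing transformation (VST), blind to the groups, for principal components and rhythms. Genes were called changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, among genes kept by edgeR's filter on low counts.

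Bmal1, listed as Arntl, lies on chromosome 7 of GRCm38 from 113207465 to 113314126. The counts are per gene and do not separate the deleted part from the rest of the transcript, so the level of Arntl alone does not check the genotype of a library, while its rhythm differed between genotypes. Arntl ranged from 0.626 to 39.5 CPM over the SPF WT libraries and from 0.332 to 41.0 over the GF WT libraries, with the lowest means at ZT10, 1.27 ± 0.595 (SD, n = 3) and 0.615 ± 0.33 (SD, n = 3), and the highest at ZT22, 35.9 ± 3.12 (SD, n = 3) and 36.4 ± 3.97 (SD, n = 3). In GF LKO libraries it stayed between 7.06 and 13.4 CPM. In SPF LKO libraries it ran from 8.52 to 29.3 CPM, and the highest value belonged to the library labelled SPF LKO ZT18 replicate 1, beside 11.4 and 11.9 in the other two libraries of that ZT. Npas2, a clock gene that rose in LKO mice, separated the genotypes at ZT14 and ZT18 in all but 2 libraries. At ZT14 it had 25.2 and 24.0 CPM in SPF LKO replicates 1 and 3 and 0.22 in the library labelled SPF LKO ZT14 replicate 2, against 0.0531 to 0.206 in SPF WT libraries. At ZT18 it had 36.4 and 27.6 CPM in SPF LKO replicates 2 and 3 and 1.83 in the library labelled SPF LKO ZT18 replicate 1, against 0.109 to 2.77 in SPF WT libraries. Arntl was also unlike its group in the library labelled SPF WT ZT14 replicate 3, with 2.11 CPM beside 15.8 and 19.3, and in the library labelled GF WT ZT6 replicate 3, with 8.24 beside 1.64 and 2.42. All 72 libraries were kept in the groups of their labels, so every direction drawn from SPF LKO at ZT14 and ZT18 includes these libraries.

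**Figure D1:**
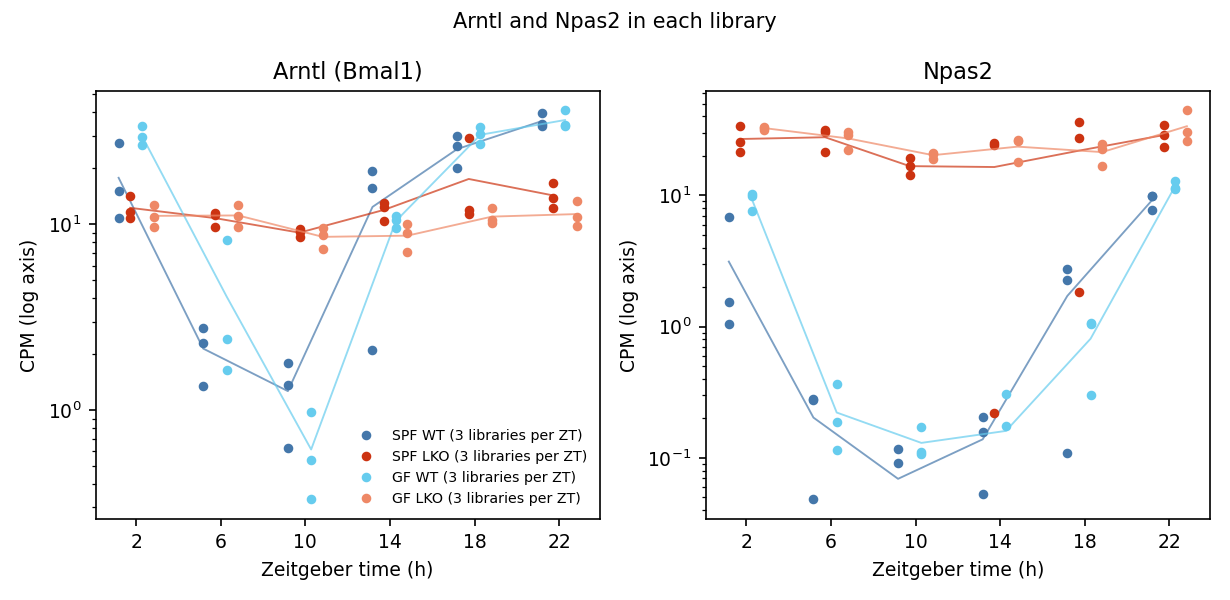
Arntl (left) and Npas2 (right) in CPM on a log axis against ZT in hours, 1 point per library and a line through the mean of each group, with the groups set side by side at each ZT. Values of 0, in 1 SPF WT library at ZT10 and 1 GF WT library at ZT14 for Npas2, are not drawn. The SPF LKO points at 0.22 and 1.83 CPM of Npas2 lie among the WT points, below the other SPF LKO libraries.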

We performed RNA-Seq of liver samples collected every 4 hours over a 12:12 light/dark cycle from SPF and GF WT and LKO male mice. These data were analyzed using 3 approaches (Figure 4A). 

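Principal components were computed from VST values of the 500 genes with the largest variance over the 72 libraries, centred and not scaled. The first component (PC1) held 49.5% of the variance and the second (PC2) 11.2%. Of the variance along PC1, 82.2% lay between the genotypes and 1.5% between the microbial states, and of that along PC2, 70.6% lay between the microbial states and 0.2% between the genotypes. The median score on PC1 was -14.2 in SPF WT and -14.0 in GF WT libraries, and 13.6 in SPF LKO and 17.0 in GF LKO libraries. On PC2 the medians were -4.7, 6.7, -6.2 and 6.2 in the same order. Every GF LKO library scored 14.0 or more on PC1 and every WT library -4.6 or less, but the SPF LKO libraries did not all lie on the LKO side. The library labelled SPF LKO ZT14 replicate 2 scored -19.5 and the library labelled SPF LKO ZT18 replicate 1 scored -11.7, while the other 16 scored from 10.1 to 16.0. On PC2, 6 libraries had the sign of the other microbial state. The library labelled SPF WT ZT14 replicate 3 scored 8.0 and the library labelled GF WT ZT6 replicate 3 scored -6.8. The other 4 lay nearer 0, namely GF WT ZT22 replicate 3 (-1.7), GF WT ZT18 replicate 3 (-0.2), SPF WT ZT10 replicate 1 (0.1) and the library labelled SPF LKO ZT14 replicate 2 (0.8). The number of genes moved the shares most, to 26.1% and 13.1% with all 14808 genes that had at least 10 counts in 3 or more libraries.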

First, principle component analysis of pooled samples revealed distinct separation by genotype along PC1 and microbial status along PC2 (49% and 12% of variance, respectively) (Figure 4B). 

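The components were computed again from the 12 libraries of each ZT. PC1 held 48.2% of the variance at ZT2, 64.6% at ZT6, 70.0% at ZT10, 65.2% at ZT14, 61.0% at ZT18 and 52.0% at ZT22. The share of PC1 that lay between genotypes was 95.2% at ZT2, 97.6% at ZT6, 99.0% at ZT10 and 98.5% at ZT22, but 67.4% at ZT14 and 70.5% at ZT18. Without the library labelled SPF LKO ZT14 replicate 2 the share at ZT14 was 99.4%, and without the library labelled SPF LKO ZT18 replicate 1 that at ZT18 was 98.8%. PC2 held 12.5% to 23.3% of the variance, and the share of PC2 between microbial states was 95.0% at ZT2, 55.8% at ZT6, 96.5% at ZT10, 64.6% at ZT14, 82.9% at ZT18 and 78.9% at ZT22. At ZT6 it was 87.5% without the library labelled GF WT ZT6 replicate 3, and at ZT14 93.0% without the library labelled SPF WT ZT14 replicate 3.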

Similar patterns were observed when samples were divided by time point, demonstrating consistency across the 24-hour period (Supplemental Figure 7A). This suggests a hierarchy in which liver clock functionality (genotype) is the primary driver of the hepatic transcriptome, while the gut microbiome serves as a secondary driver.

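Counted gene by gene with edgeR's quasi-likelihood test (18 libraries per group, all ZT pooled, Benjamini-Hochberg adjusted p under 0.05), microbial status changed 4069 of 12776 genes in WT mice and 4741 of 13010 genes in LKO mice, and genotype changed 3043 of 13159 genes in SPF mice and 3899 of 12662 genes in GF mice. By this count, microbial status changed more genes than genotype. Among genes that also changed by a log2 fold change of at least 1 in size the order was the other way, with 221 and 164 genes for microbial status and 359 and 496 genes for genotype. This fold threshold moved the counts most among the alternatives. Without the library labelled SPF LKO ZT14 replicate 2 the genotype count in SPF mice was 3514, and without the library labelled SPF LKO ZT18 replicate 1 it was 3231. From the separation of the genotypes along the component with the larger share of variance and of the microbial states along the next, the paper proposes that the liver clock is the first and the microbiome the second influence on hepatic transcription.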

We next performed differential gene expression analysis via DESeq2 and fast gene set enrichment analysis (fGSEA) to identify molecular pathways affected by the liver clock and/or gut microbes (Figure 4A, approach 1). 

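The genes called between genotypes went in both directions in nearly equal numbers, 1527 higher and 1516 lower in SPF LKO than in SPF WT mice, and 1970 higher and 1929 lower in GF LKO than in GF WT mice. Among called genes with a mean log2 CPM of at least 1 over all 72 libraries that moved the same way at all 6 ZT, Ntrk2 (chromosome 13, 58806569 to 59133970 of GRCm38) rose most in SPF LKO mice, by a log2 fold change of 5.38 (standard error 0.41, adjusted p = 1.89e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by Slc34a2 (4.37), Loxl4 (4.33), Lpl (4.14) and Sult1e1 (3.87). Rgs16 fell most (-3.70, standard error 0.66, adjusted p = 4.79e-05), followed by Mup17 (-3.28), Nat8 (-2.57), Mme (-2.56) and Rcan2 (-2.17). Mup17 belongs to a family of near-identical genes, so its value is uncertain. In GF LKO mice, within the same limits, the largest increases were those of Sult1e1 (5.42), Ntrk2 (4.88), Slc34a2 (4.40), Lpl (4.00) and Defb1 (3.85), and the largest decreases those of Nat8 (-5.64), Rgs16 (-5.38), Mme (-5.20), Col27a1 (-3.86) and Gm19522 (-3.62), an antisense gene whose counts can include reads of the other strand. Targets of the BMAL1 complex went different ways. Nr1d1 fell by -2.93 in SPF and -2.80 in GF mice, Dbp by -2.29 and -2.78 and Per3 by -1.29 and -1.80, while Cry1 rose by 1.37 and 1.16 and Cry2 by 0.37 and 0.45, as did Npas2, by 3.25 and 2.83, all with an adjusted p under 0.05. Per1 (-0.41, adjusted p = 0.397, and -0.07, adjusted p = 0.863) and Per2 (-0.04, adjusted p = 0.929, and -0.22, adjusted p = 0.545) did not pass the threshold in SPF or GF mice. Arntl itself, averaged over the ZT, did not pass the threshold, at -0.33 (standard error 0.37, adjusted p = 0.568) in SPF and -0.84 (standard error 0.37, adjusted p = 0.0813) in GF mice. In GF mice it was called with 1 of 4 libraries left out, GF WT ZT6 replicate 1 (-0.92, adjusted p = 0.0463) or GF WT ZT10 replicate 1 (-0.93, adjusted p = 0.0362), 2 (-0.93, adjusted p = 0.0347) or 3 (-0.92, adjusted p = 0.0416). At ZT10, the trough in WT mice, Arntl was higher in LKO than in WT mice by 2.83 in SPF (adjusted p = 1.98e-05) and 3.80 in GF mice, and at ZT22 lower by -1.35 and -1.67.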

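The KEGG sets were not used here. In their place stood 6 gene lists written by hand for pathways of the same names, before any count was read, and the Reactome sets of 15 to 500 genes that come with the fgsea package. Genes were ranked by the signed square root of edgeR's F statistic and the sets were tested by fgsea with 10000 permutations of genes, Benjamini-Hochberg adjusted over the 6 lists or over the Reactome sets. Of the 6 lists, 4 were lower in SPF LKO than in SPF WT mice and all 6 were lower in GF LKO than in GF WT mice, and none was higher in either. Over 667 Reactome sets of all kinds, 61 were lower and 41 higher in SPF LKO mice, and over 659 sets, 32 were lower and 37 higher in GF LKO mice. The highest scores in both were those of translation, with eukaryotic translation elongation at 2.54 in SPF and 2.84 in GF. Among the 51 sets whose names speak of metabolism, lipids, biosynthesis, oxidation, glycolysis or gluconeogenesis, the sets called lower in SPF LKO mice were fatty acid, triacylglycerol, and ketone body metabolism (normalized enrichment score -1.83, adjusted p = 0.00881) and the role of phospholipids in phagocytosis (-2.09, adjusted p = 0.00849), and the set called higher was metabolism of proteins (1.56, adjusted p = 0.00593). In GF LKO mice 7 of the 51 were lower and metabolism of proteins again higher. These sets were named after their values were seen. Ranking by DESeq2's Wald statistic raised the counts of Reactome sets to 98 lower in SPF and 63 lower in GF LKO mice, and a block for ZT and replicate number lowered them to 33 and 25. By camera with a preset correlation of 0.01, and by fry, 5 lists were lower in SPF and 6 in GF LKO mice. With the correlation estimated for each list, a test added after the data were seen, none was called in SPF and all 6 were called in GF LKO mice. Over 40 splits of the libraries, the real one included, fgsea called at least 1 list in 19 other splits in SPF and 25 in GF mice. Its p-values, from permutations of genes, therefore do not exclude chance by themselves.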

Analysis using Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.genome.jp/kegg/) revealed that nearly all differentially expressed metabolic pathways were downregulated in LKO compared with WT mice, regardless of microbial status (Figure 4C). However, GF conditions exhibited more significantly downregulated metabolic pathways in LKO than SPF conditions. This may suggest that presence of gut microbes results in less permissive compensatory metabolic pathway transcriptional regulation in absence of *Bmal1*; that is, certain *Bmal1*-driven effects only emerge in absence of microbes. 

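The lists held more called genes in GF than in SPF mice. The numbers of genes lower and higher in LKO mice were 9 and 4 in SPF and 20 and 5 in GF for glycolysis and gluconeogenesis, 4 and 4 and then 15 and 7 for pyruvate metabolism, 20 and 3 and then 28 and 4 for fatty acid metabolism, 23 and 7 and then 29 and 8 for PPAR signaling, 23 and 7 and then 34 and 7 for the peroxisome, and 10 and 5 and then 16 and 5 for the biosynthesis of unsaturated fatty acids. With p-values adjusted over the list alone, the numbers were 10 and 4 in SPF and 20 and 5 in GF, 4 and 4 and then 15 and 7, 22 and 3 and then 28 and 5, 28 and 7 and then 32 and 9, 24 and 8 and then 34 and 9, and 11 and 6 and then 16 and 6, in the same order of lists. The difference between GF and SPF in the effect of the genotype was itself tested over all 72 libraries. By edgeR's quasi-likelihood test 59 of 13484 genes passed (Benjamini-Hochberg adjusted p under 0.05), 30 of them with a difference of at least 1 on the log2 scale. Ranked by this test, each of the 6 lists had a negative score, from -1.88 for pyruvate metabolism (adjusted p = 0.00188 from fgsea) to -2.84 for fatty acid metabolism (adjusted p = 0.000281), that is, a larger decrease in GF than in SPF LKO mice. The p-values of the lists come from permutations of genes. Over 40 assignments of microbial status, which also shuffle the effect of that status itself, chance was not excluded for any of the 6 lists. The 59 genes became 38 without the library labelled SPF LKO ZT14 replicate 2 and 39 without the library labelled SPF LKO ZT18 replicate 1.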

Differential analysis within collection time points revealed nearly identical patterns of overall downregulation of metabolic pathways to the fGSEA analysis (Supplemental Figure 7B). 

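Tested at each ZT on its own (3 libraries per group, the 4 groups of a ZT sharing 1 estimate of the spread), the genes changed between SPF LKO and SPF WT mice by edgeR's quasi-likelihood test numbered 937 of 13596 at ZT2, 988 of 13609 at ZT6, 1603 of 13442 at ZT10, 0 of 13317 at ZT14, 2 of 13326 at ZT18 and 449 of 13576 at ZT22. Between GF LKO and GF WT mice they numbered 572, 1587, 1764, 813, 1124 and 603 at the same ZT. The genes at ZT18 in SPF mice were Gm28438, a pseudogene (-1.54, standard error 0.17, adjusted p = 0.00745), and Hspa4l (-0.65, standard error 0.08, adjusted p = 0.0217), named after their values were seen. At ZT14 in SPF mice 1484 genes had an unadjusted p under 0.05, and DESeq2 called 136. Leaving out the library labelled SPF LKO ZT14 replicate 2 raised the 0 to 699, and leaving out the library labelled SPF LKO ZT18 replicate 1 raised the 2 to 627. Without the filter on low counts ZT2 gave 1599 genes in SPF and 1104 in GF mice. Of the 6 lists of metabolic genes, fgsea called none lower at ZT2, 5 at ZT6, 5 at ZT10, 4 at ZT14, 4 at ZT18 and 4 at ZT22 in SPF LKO mice, and 5, 6, 3, 5, 6 and 6 in GF LKO mice. At ZT2 in SPF mice the unadjusted p was under 0.05 for 3 lists by fgsea and for 2 by camera, which also called none. None was called higher at any ZT, and the score was negative in each case except that of pyruvate metabolism at ZT2 in SPF mice (0.95, adjusted p = 0.538).

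At the other ZT, single libraries also moved the counts by more than 1.5 times. In SPF mice the count at ZT2 was 479, 527, 488, 572 and 563 without WT replicate 1, WT replicate 3 and LKO replicates 1, 2 and 3, and 1009 without WT replicate 2. The count at ZT6 was 641, 534 and 571 without WT replicate 2 and LKO replicates 2 and 3, that at ZT10 was 947 and 1063 without LKO replicates 1 and 3, and that at ZT22 was 281 and 293 without WT replicates 1 and 2. In GF mice the count at ZT2 was 341, 341 and 323 without WT replicate 3 and LKO replicates 2 and 3, and that at ZT22 was 357 and 389 without WT replicate 2 and LKO replicate 2. The count at ZT14 in GF mice fell with any library left out, to 169, 264 and 165 without WT replicates 1, 2 and 3 and to 126, 163 and 178 without LKO replicates 1, 2 and 3, and so did that at ZT18, to 485, 452 and 669 without WT replicates 1, 2 and 3 and to 486, 556 and 575 without LKO replicates 1, 2 and 3. The 4 groups of a ZT share 1 estimate of the spread, so SPF libraries unlike their group also enter the GF tests. These are the libraries labelled SPF LKO ZT14 replicate 2, SPF WT ZT14 replicate 3 and SPF LKO ZT18 replicate 1. Only libraries of the pair compared were left out, so their part in the GF counts was not tested. In SPF mice the 2 genes at ZT18 became 1 without WT replicates 2 or 3 or LKO replicate 3 and 0 without LKO replicate 2.

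**Figure D2:**
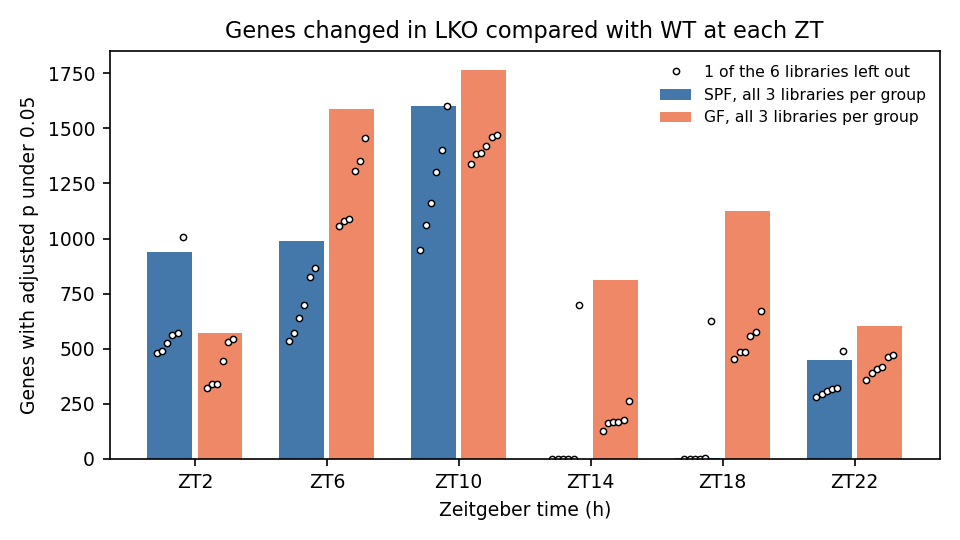
Number of genes with an adjusted p under 0.05 between LKO and WT mice (vertical axis) at each ZT in hours (horizontal axis), in SPF and GF mice. Bars use all 3 libraries per group and each point leaves out 1 of the 6 libraries compared. At ZT14 and ZT18 in SPF mice the bars are at 0 and 2, with single points at 699 and 627.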

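The glycolysis and gluconeogenesis list held 53 genes, 48 of which were tested. In SPF LKO compared with SPF WT mice their median log2 fold change was -0.11, against -0.005 for all genes tested. The normalized enrichment score was -1.37 and did not pass the threshold (adjusted p = 0.0756 from fgsea, 10000 permutations of genes). Other tests of the list did: camera with the preset correlation gave an adjusted p of 0.0352, fry 0.0246, and fgsea on DESeq2's Wald statistic 0.037 with a score of -1.43, while camera with the estimated correlation gave 0.317. By ZT, the list was called lower at ZT6 (-1.72, adjusted p = 0.0138) and ZT10 (-1.63, adjusted p = 0.0143).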

Importantly, “Glycolysis_Gluconeogenesis” was downregulated in SPF LKO mice compared with WT mice (Figure 4C, left), confirming our evidence that GNG was impaired in SPF LKO mice (Figure 1D). 

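In GF mice the pyruvate metabolism list, 34 of its 36 genes tested, had a normalized enrichment score of -1.86 in LKO compared with WT mice (adjusted p = 0.00173 from fgsea) and a median log2 fold change of -0.17, with a mean of -0.22. Camera with the preset correlation gave an adjusted p of 0.00287 and with the estimated correlation 0.0246. In SPF mice the score of the same list was -1.11 (adjusted p = 0.293) and the median -0.09. The glycolysis and gluconeogenesis list was also lower in GF LKO mice, with a score of -1.99 (adjusted p = 0.000236 from fgsea) and a median of -0.14. Of the Reactome sets, gluconeogenesis scored -1.75 in GF (adjusted p = 0.0465 over 659 sets) and -1.32 in SPF LKO mice (adjusted p = 0.265).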

We also observed downregulation of GNG pathways, including “Pyruvate_Metabolism,” in GF LKO mice compared with WT mice (Figure 4C, right), while our physiological evidence revealed no difference in overall GNG output between GF WT and LKO mice (Figure 1D). This suggests that while differences in transcription between genotypes are similar in GF and SPF conditions, lack of additional signals (presumably microbial) contribute to reduced GNG in GF conditions regardless of genotype.

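Over the 12616 genes tested in both microbial states, 2978 were called between LKO and WT in SPF and 3874 in GF mice. Both calls were made for 2247 genes, all of which changed in the same direction in SPF and GF mice. Of the genes called in SPF mice 98.6% had the same sign in GF mice, and of those called in GF mice 97.8% had the same sign in SPF mice. Across the genes called in GF mice, which are not independent replicates, the log2 fold changes in SPF and GF mice had a Pearson correlation of 0.933. The SPF and GF comparisons used separate libraries.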

Apart from GNG, we observed LKO resulted in downregulation of several metabolic pathways involved in FA and lipid metabolism, including “Fatty_Acid_Metabolism,” “PPAR_Signaling_Pathway,” “Peroxisome,” and “Biosynthesis_of_Unsaturated_Fatty_Acids” (Figure 4C). This corroborates previous findings that lipid metabolic gene expression, as well as triglyceride, cholesterol, and steroid metabolism, is downregulated in liver clock–deficient mice compared with WT mice (34, 37–39). 

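In SPF LKO compared with SPF WT mice the normalized enrichment score was -2.26 for fatty acid metabolism (41 genes tested, adjusted p = 0.000664 from fgsea), -2.04 for PPAR signaling (59 genes, adjusted p = 0.000664), -1.83 for the peroxisome (75 genes, adjusted p = 0.000883) and -1.62 for the biosynthesis of unsaturated fatty acids (27 genes, adjusted p = 0.0227). The medians of the log2 fold change were -0.18, -0.18, -0.06 and -0.12 and the means -0.26, -0.14, -0.11 and -0.25. In GF LKO mice the scores were -2.51, -2.04, -2.23 and -2.11, each with an adjusted p of 0.000236, and the medians -0.27, -0.23, -0.11 and -0.26. Median, mean and score had the same sign for each list in SPF and GF mice. With a correlation estimated for each list, camera did not call these lists in SPF mice (adjusted p from 0.139 to 0.317).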

The regulation of GNG and FA metabolism are intricately tied; under fasting conditions, FA β-Ox is activated to provide acetyl-CoA to generate ATP, which sustains the conversion of pyruvate and other GNG substrates into glucose (40). Thus, the regulation of these two processes is closely linked and changes in one directly affect the other (41).

Given this differential regulation, we plotted median-normalized expression for all leading-edge transcripts within relevant pathways, confirming marked downregulation in LKO mice compared with WT mice in both SPF and GF conditions (Figure 5A and Supplemental Figure 7C). 

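The leading edge, the genes that carry a list's score, held 17 genes of glycolysis and gluconeogenesis, 18 of pyruvate metabolism, 25 of fatty acid metabolism, 32 of PPAR signaling, 23 of the peroxisome and 15 of the biosynthesis of unsaturated fatty acids in SPF mice. Of these, 12, 11, 24, 26, 23 and 14 were also in the leading edge in GF mice. The median log2 fold change between LKO and WT over the leading edge was -0.25, -0.20, -0.27, -0.50, -0.38 and -0.42 in SPF and -0.38, -0.33, -0.47, -0.80, -0.55 and -1.04 in GF mice, in the same order of lists. At each of the 6 ZT these medians were below 0 in both, between -0.85 and -0.13 in SPF and between -1.17 and -0.19 in GF mice. Leading-edge genes are picked for their decrease, so their medians describe its size and do not test it.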

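The genes examined lie on GRCm38 as follows. Aldh3a2, for a fatty aldehyde dehydrogenase, lies on chromosome 11 from 61223417 to 61267464. Cpt1a, for the enzyme that commits fatty acids to mitochondrial oxidation, lies on chromosome 19 from 3322334 to 3385733. Ppara, for a nuclear receptor of fatty acids, lies on chromosome 15 from 85734983 to 85802819, and Fabp1, for the liver fatty acid binding protein, on chromosome 6 from 71199827 to 71205023. Fbp1 lies on chromosome 13 from 62864753 to 62888282 and Eno1 on chromosome 4 from 150236721 to 150248879. Pck1, for the cytosolic phosphoenolpyruvate carboxykinase, lies on chromosome 2 from 173153048 to 173159273, and Pck2, for the mitochondrial enzyme, on chromosome 14 from 55540266 to 55551242. All are annotated as protein coding.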

We next examined expression of specific transcripts within these pathways, in particular key transcripts involved in FA metabolism (Figure 5B; aldehyde dehydrogenase 3 family member A2 [*Aldh3a2*]; carnitine palmitoyltransferase 1A [*Cpt1a*]), PPAR signaling (Figure 5C; *Ppara;* fatty acid binding protein 1 [*Fabp1*]), and GNG (Figure 5, D and E; fructose-bisphosphate 1 [*Fbp1*]; enolase 1 [*Eno1*]; phosphoenolpyruvate carboxylase 1/2 [*Pck1/2*]). 

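Aldh3a2 had 485.2 ± 77 CPM (SD, n = 18) in SPF WT and 166.3 ± 121.1 (SD, n = 18) in SPF LKO libraries, a log2 fold change of -1.55 (standard error 0.19, adjusted p = 8.66e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 473.3 ± 85.8 (SD, n = 18) in GF WT and 94.6 ± 25.4 (SD, n = 18) in GF LKO libraries, a log2 fold change of -2.32 (standard error 0.11, adjusted p = 7.11e-20). Fabp1 changed by -0.75 (standard error 0.14, adjusted p = 6.21e-05) in SPF and -1.18 (standard error 0.08, adjusted p = 1.99e-14) in GF mice, and Ppara by -0.67 (standard error 0.11, adjusted p = 1.98e-05) and -0.80 (standard error 0.14, adjusted p = 1.52e-05). Cpt1a changed by -0.49 (standard error 0.12, adjusted p = 0.00215) and -0.53 (standard error 0.17, adjusted p = 0.0123), and Eno1 by -0.31 (standard error 0.09, adjusted p = 0.0067) and -0.57 (standard error 0.07, adjusted p = 4.43e-08). Fbp1 changed by -0.22 (standard error 0.05, adjusted p = 0.00134) in GF mice and did not pass the threshold in SPF mice, at -0.13 (standard error 0.06, adjusted p = 0.131), although it was called without the library labelled SPF LKO ZT14 replicate 2 (-0.16, adjusted p = 0.033). None of these 6 genes was among those whose change differed between SPF and GF mice at an adjusted p under 0.05. Aldh3a2 had 435 and 543 CPM in the libraries labelled SPF LKO ZT14 replicate 2 and SPF LKO ZT18 replicate 1. The other SPF LKO libraries had 76.6 to 162.6 CPM, so these 2 raise the SPF LKO mean and shrink the decrease in SPF mice.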

Expression was greatly reduced in many of these transcripts in LKO mice compared with that in WT mice regardless of microbiota status (Figure 5, B–D). However, expression of the key rate-limiting GNG enzymes *Pck1* and *Pck2* exhibited more nuanced patterns (Figure 5E). *Pck1* revealed reduced expression in SPF LKO mice compared with WT mice, while both GF groups exhibited expression levels similar to SPF WT mice. Conversely, *Pck2* was considerably reduced in SPF LKO mice compared with WT mice, and both GF groups were reduced compared with SPF, mirroring our PTT results (Figure 1D). Thus, *Pck2* may be key for liver clock and microbially mediated effects on GNG, while *Pck1* is important only under SPF conditions.

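Averaged over the ZT, Pck1 had 2526 ± 1073 CPM (SD, n = 18) in SPF WT, 1780 ± 797.1 (SD, n = 18) in SPF LKO, 3149 ± 1375 (SD, n = 18) in GF WT and 2776 ± 861 (SD, n = 18) in GF LKO libraries. The log2 fold change from SPF WT to SPF LKO was -0.51 (standard error 0.22) and did not pass the threshold over all genes tested (adjusted p = 0.0967 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With ZT as an additive factor it was called (adjusted p = 0.0496). It was also called without the library labelled SPF LKO ZT14 replicate 2 (-0.61, adjusted p = 0.0345), SPF WT ZT18 replicate 3 (-0.58, adjusted p = 0.0351) or SPF WT ZT22 replicate 3 (-0.57, adjusted p = 0.0495). At ZT2, the only ZT with a call, Pck1 fell from 2349 ± 1204 (SD, n = 3) to 845.4 ± 67.8 (SD, n = 3), a log2 fold change of -1.49 (standard error 0.32, adjusted p = 0.0139 from edgeR's quasi-likelihood test). GF LKO compared with GF WT differed by -0.18 (standard error 0.20, adjusted p = 0.553) and GF WT compared with SPF WT by 0.29 (standard error 0.24, adjusted p = 0.375). GF LKO was above SPF LKO by 0.63 (standard error 0.18, adjusted p = 0.00494).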

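Pck2 was expressed at a low level, 3.17 ± 0.7 CPM (SD, n = 18) in SPF WT, 2.85 ± 0.76 (SD, n = 18) in SPF LKO, 1.81 ± 0.615 (SD, n = 18) in GF WT and 2.00 ± 0.406 (SD, n = 18) in GF LKO libraries. SPF LKO differed from SPF WT by a log2 fold change of -0.16 (standard error 0.12, adjusted p = 0.346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), less than the spread between libraries, and at no ZT was the difference called. The closest was ZT10, where Pck2 was lower in SPF LKO mice by -0.41 (adjusted p = 0.252). It was higher at ZT22 by 0.50 (adjusted p = 0.283), and at the other ZT the difference lay between -0.48 and -0.17. Microbial status changed Pck2 in both genotypes, by -0.83 in GF WT compared with SPF WT (standard error 0.14, adjusted p = 1.51e-05) and by -0.52 in GF LKO compared with SPF LKO mice (standard error 0.12, adjusted p = 0.000662). GF LKO did not differ from GF WT (0.14, standard error 0.13, adjusted p = 0.453).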

In summary, the liver clock is the primary driver of transcriptome-wide differential regulation, particularly for key metabolic pathways, such as GNG, which are downregulated in absence of a liver clock. However, gut microbes provide additional cues to modulate expression, including LKO-driven expression of the rate-limiting GNG enzyme *Pck2*.

### Liver clock and gut microbes drive unique hepatic transcriptome oscillations.

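Rhythms were tested within each group by an empirical JTK_CYCLE written for this work, after the method the paper names. For each of 14808 transcripts, those with at least 10 counts in 3 or more libraries, Kendall's tau was taken between the 18 VST values of a group and 84 distinct reference curves with a period of 24 h, set by peak phases and asymmetries in steps of 2 h, and the largest tau was kept. Its p came from a gamma distribution fitted to the same statistic of 1000000 random series, and a transcript was called oscillating at a Benjamini-Hochberg adjusted p under 0.05. At a tau of 0.7 the gamma fit gave a p of 0.00206, while the random series themselves gave 0.0008, so the fit is the stricter of the 2. On simulated data with 2000 rhythmic transcripts among the 14808, it recovered 0 of the 2000 at an amplitude of 0.5 standard deviations, 0 at 1.0, 31.3% at 1.5 and 87.2% at 2.0, and made no call when no transcript was rhythmic.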

Given previous findings (42), we identified all significantly oscillating transcripts within each group via eJTK (Figure 4A, approach 2). SPF LKO mice exhibited more oscillating transcripts than WT mice (1,503 vs. 1,104), and GF LKO mice exhibited a similar increase relative to GF WT mice (3,580 vs. 2,544) (Figure 6A). 

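Of the 14808 transcripts tested, 755 were called oscillating in SPF WT, 750 in SPF LKO, 2169 in GF WT and 3535 in GF LKO mice, or 5.1%, 5.06%, 14.65% and 23.87%. At an unadjusted p under 0.05 the numbers were 3864, 4623, 4882 and 5873. Taking p from the random series in place of the gamma fit, the alternative planned for the p-value, gave 1411, 1869, 2772 and 3912 oscillating transcripts. At an adjusted p under 0.01 the gamma fit called no transcript in any group. With symmetric references it called 0 of 14808 in SPF WT and 0 in SPF LKO mice (3788 and 4685 at an unadjusted p under 0.05), where a cosinor F test called 1747 and 2537. The SPF counts also rested on single libraries. By the gamma fit the SPF WT count fell to 0 with any library left out apart from ZT2 replicate 2 (347), ZT6 replicate 1 (357), ZT10 replicate 1 (576), ZT14 replicate 2 (266), the library labelled SPF WT ZT14 replicate 3 (1104), ZT18 replicate 3 (260) and ZT22 replicate 1 (259). The SPF LKO count fell to 0 with any library left out apart from ZT2 replicate 2 (473), the library labelled SPF LKO ZT18 replicate 1 (260) and ZT22 replicate 1 (1476). With libraries left out, the transcripts at an unadjusted p under 0.05 still numbered at least 3619 in SPF WT and 4217 in SPF LKO mice, and p from the random series called 1016 to 1783 and 1109 to 2445. The GF counts stayed between 1471 and 2799 in WT and between 2603 and 3602 in LKO mice.

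**Figure D3:**
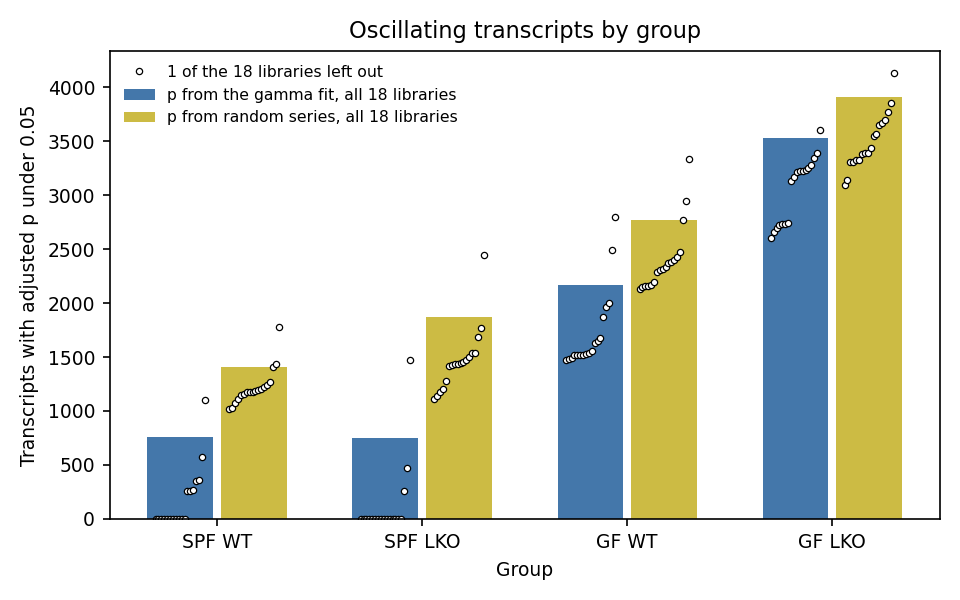
Number of oscillating transcripts (adjusted p under 0.05, vertical axis) in each group (horizontal axis), with p from the gamma fit or from random series. Bars use all 18 libraries of a group and each point leaves out 1 of them. By the gamma fit most points of the SPF groups lie at 0, while no point of the GF groups falls under 1471.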

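Called transcripts of the 4 groups added up to 5063 different ones, and 80 of them were called in every group. Those called in a single group numbered 157 in SPF WT, 244 in SPF LKO, 879 in GF WT and 2140 in GF LKO mice. Whether the 24 h rhythm itself differed between 2 groups was tested by limma on the cosine and sine terms (VST values, 14808 transcripts, Benjamini-Hochberg adjusted p under 0.05). Of the 879 transcripts called only in GF WT mice, 1 differed in rhythm between GF WT and SPF WT mice and 174 between GF WT and GF LKO mice. Of the 2140 called only in GF LKO mice, 156 (7.3%) differed between GF LKO and GF WT and 196 (9.2%) between GF LKO and SPF LKO mice. With p from the random series, 226 transcripts were called in every group, 304 only in SPF WT and 649 only in SPF LKO mice.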

Only 155 transcripts were oscillating in all groups, while many were uniquely oscillating in a single group. This emergence of unique oscillators in the absence of a functional liver clock mirrored the pattern observed in ASV relative abundance in repeat-collected stool (Figure 3A). These data reveal that loss of key drivers (i.e., the liver clock or gut microbes) results in emergence of unique oscillatory elements both in the hepatic transcriptome and gut microbiota community, which may contribute to a loss in metabolic homeostasis in vivo.

We then compared oscillating gene expression patterns. While SPF WT transcripts exhibited clear diurnal patterns, oscillations were significantly dampened in LKO transcripts, regardless of microbial status (Supplemental Figure 8A). Conversely, the oscillation patterns were well-preserved in GF WT mice, reinforcing that the liver clock is the main driver of core oscillating transcripts. 

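The amplitude of a 24 h cosine was fitted to the VST values of each group. Over the 755 transcripts called in SPF WT mice its median was 0.345 ± 0.012 (SD of the medians of 3 replicates) in SPF WT, 0.190 ± 0.025 in SPF LKO and 0.217 ± 0.010 in GF LKO mice. The amplitude was lower than in SPF WT mice for 668 of the 755 (88.5%) in SPF LKO and for 610 (80.8%) in GF LKO mice. These transcripts were selected by their SPF WT values, which raises the SPF WT median. When transcripts were selected from 2 replicate numbers, by p from the random series, and measured in the third, the medians in SPF WT and SPF LKO mice were 0.276 and 0.165 (64 transcripts, measured in replicate 1), 0.398 and 0.281 (58 transcripts, replicate 2) and 0.356 and 0.231 (274 transcripts, replicate 3), a choice made after the data were seen because the gamma fit called none in 2 replicates. Tested transcript by transcript, the 24 h rhythm differed between SPF WT and SPF LKO mice for 125 and between GF WT and GF LKO mice for 802 of 14808 transcripts (limma, Benjamini-Hochberg adjusted p under 0.05). Of the 625 transcripts called in SPF WT and not in SPF LKO mice, 84 (13.4%) differed. Arntl had an amplitude of 1.95 in SPF WT (adjusted p = 0.038 for the rhythm), 0.302 in SPF LKO (adjusted p = 0.0666), 2.11 in GF WT (adjusted p = 0.0191) and 0.19 in GF LKO mice (adjusted p = 0.1).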

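For the transcripts called in SPF WT mice the median amplitude in GF WT mice was 0.356 ± 0.042 (SD of the medians of 3 replicates), and it was lower than in SPF WT mice for 358 of them (47.4%). The 24 h rhythm differed between SPF WT and GF WT mice for 4 of the 14808 transcripts (limma, Benjamini-Hochberg adjusted p under 0.05). These were Mcoln1 (amplitude 0.211 in SPF WT and 0.426 in GF WT, adjusted p = 0.0179), Mtnr1a (0.196 and 0.794, adjusted p = 0.0179), Grk5 (0.631 and 1.41, adjusted p = 0.0271) and Plce1 (0.08 and 0.469, adjusted p = 0.0394), named after their values were seen. From rhythms kept in GF WT and dampened in LKO mice, the paper reasons that the liver clock is the main driver of the core oscillating transcripts.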

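The categories follow from the calls in the 4 groups. Transcripts called in both WT groups and in neither LKO group, 172 in number, are here the liver clock-driven ones, and the 221 called in both LKO groups alone the liver clock-independent ones. The 10 called in both SPF groups alone are the microbe-driven and the 669 called in both GF groups alone the microbe-independent ones. The numbers that involve SPF calls move with them. With p from the random series the categories held 271, 459, 41 and 647 transcripts in the same order. By the gamma fit, the clock-driven category was empty without any 1 of the 11 SPF WT libraries whose omission left no call in SPF WT mice. It held 181 transcripts without any 1 of the 15 SPF LKO libraries whose omission left no call in SPF LKO mice, while the clock-independent category, which needs such a call, was then empty. Other SPF WT libraries left out gave 101 clock-driven transcripts (ZT2 replicate 2), 90 (ZT6 replicate 1), 80 (ZT14 replicate 2), 79 (ZT18 replicate 3) and 71 (ZT22 replicate 1). The microbe-driven category, which needs a call in both SPF groups, was empty wherever 1 of them had no call.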

We next partitioned oscillating transcripts into categories reflecting those that are system driven (i.e., exhibit a significant oscillation regardless of liver clock or microbial status), liver clock driven, liver clock independent, microbe driven, and microbe independent (Figure 6, B and C). 

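For the 80 transcripts called in every group the median amplitude was 0.459 ± 0.043 (SD of the medians of 3 replicates) in SPF WT, 0.395 ± 0.083 in SPF LKO, 0.544 ± 0.058 in GF WT and 0.431 ± 0.027 in GF LKO mice. The difference between SPF WT and SPF LKO was within the spread between replicates, although 59 of the 80 (73.8%) had the lower amplitude in SPF LKO mice. That between GF WT and GF LKO exceeded this spread, and 55 of the 80 (68.8%) had the lower amplitude in GF LKO mice.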

System-driven transcripts exhibited a conserved oscillation pattern across groups, while transcripts in the other categories exhibited dampened oscillations. For example, microbe-independent transcripts demonstrated robust oscillation across GF groups, with clear dampening of oscillation across SPF groups. 

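Over the 669 microbe-independent transcripts the median amplitude was 0.295 ± 0.022 (SD of the medians of 3 replicates) in GF WT and 0.259 ± 0.013 in GF LKO mice, compared with 0.175 ± 0.008 in SPF WT and 0.154 ± 0.010 in SPF LKO mice. It was lower in GF WT than in SPF WT mice for 54 (8.1%) and lower in GF LKO than in SPF LKO mice for 86 (12.9%). The transcripts were selected for being called in GF and not in SPF mice, which favors this order. Selected from 2 replicate numbers by p from the random series and measured in the third, a choice made after the data were seen, the medians in GF WT, SPF WT, GF LKO and SPF LKO mice were 0.488, 0.346, 0.308 and 0.225 (84 transcripts, replicate 1), 0.369, 0.284, 0.314 and 0.259 (53 transcripts, replicate 2) and 0.309, 0.262, 0.348 and 0.225 (76 transcripts, replicate 3).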

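In the liver clock-independent and microbe-driven categories the transcripts were likewise selected for calls in the groups that define them, which favors a higher amplitude there. Over the 221 liver clock-independent transcripts the median was 0.290 ± 0.034 (SD of the medians of 3 replicates) in SPF LKO and 0.285 ± 0.020 in GF LKO mice, compared with 0.195 ± 0.010 in SPF WT and 0.195 ± 0.017 in GF WT mice. Over the 10 microbe-driven transcripts it was 0.295 ± 0.032 in SPF WT and 0.282 ± 0.026 in SPF LKO mice, compared with 0.204 ± 0.022 in GF WT and 0.178 ± 0.072 in GF LKO mice. Liver clock-independent transcripts selected from 2 replicate numbers by p from the random series, a choice made after the data were seen, had medians in SPF LKO, GF LKO, SPF WT and GF WT mice of 0.326, 0.303, 0.318 and 0.338 measured in replicate 1 (25 transcripts), where the order was lost, and of 0.439, 0.488, 0.348 and 0.382 in replicate 2 (9 transcripts). For replicate 3 none was selected, and of microbe-driven ones 0, 1 and 0 were.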

Interestingly, the only subset of transcripts that exhibited a unique pattern was the liver clock–driven oscillating transcripts (Figure 6B, bolded box). Whereas both WT groups exhibited robust oscillations in liver clock–driven transcripts, LKO groups exhibited severe dampening. 

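Over the 172 liver clock-driven transcripts the median amplitude was 0.395 ± 0.013 (SD of the medians of 3 replicates) in SPF WT and 0.455 ± 0.038 in GF WT mice, but 0.157 ± 0.032 in SPF LKO and 0.149 ± 0.010 in GF LKO mice. It was lower in SPF LKO than in SPF WT mice for 165 (95.9%) and lower in GF LKO than in GF WT mice for 171 (99.4%). Selected from 2 replicate numbers by p from the random series and measured in the third, a choice made after the data were seen, the medians in SPF WT, GF WT, SPF LKO and GF LKO mice were 0.734, 1.086, 0.208 and 0.215 (12 transcripts, replicate 1), 0.563, 1.003, 0.46 and 0.23 (13 transcripts, replicate 2) and 0.472, 0.559, 0.222 and 0.27 (111 transcripts, replicate 3).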

Between LKO groups, the SPF LKO group displayed a more preserved organization of oscillating transcripts, while the highest level of disorganization was observed in the GF LKO group relative to the WT group. This suggests that the liver clock and gut microbes impart combinatorial action on the temporal organization of specific liver clock–driven diurnal hepatic gene expression.

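The median amplitudes of the liver clock-driven transcripts in the LKO groups differed by less than the spread between replicates. GF LKO was lower than SPF LKO for 100 of the 172 (58.1%), with a median ratio of 0.867. In the medians measured in a replicate not used for selection, GF LKO was the lower in replicate 2 and SPF LKO in replicates 1 and 3. The SPF LKO group held the libraries labelled SPF LKO ZT14 replicate 2 and SPF LKO ZT18 replicate 1, in which Npas2 was at the level of WT mice, so amplitudes in this group include them.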

Overall, the liver clock and gut microbes independently impart a unique effect on the oscillating transcriptome, and absence of both drivers results in further disorganization of oscillating transcripts.

### Liver clock and gut microbes exhibit individual and combinatorial influences on hepatic GNG and FA metabolic pathway expression.

Next, we applied Metascape (43) to statistically determine which pathways were significantly enriched in each group of oscillating transcripts (*q* < 0.05, summarized in Supplemental Table 1). 

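Metascape was not used here. Enrichment was tested by a hypergeometric test over 1132 Reactome sets with at least 5 genes among the 14808 transcripts tested for rhythms, which served as the background, with Benjamini-Hochberg adjustment within each group. At an adjusted p under 0.05, 6 sets were enriched among the oscillating transcripts of SPF WT, 3 of SPF LKO, 29 of GF WT and 7 of GF LKO mice. The lists compared differed in length, from 750 to 3535 transcripts. With the 750 transcripts of the largest tau in every group, GF WT mice had 12 enriched sets and GF LKO mice 1. The background moved the numbers most. With all genes that had any count as background they were 113, 70, 308 and 469, since genes expressed in liver are then set against genes that are not.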

In examining pathways enriched in SPF WT oscillating liver transcripts relative to other groups, we observed that each factor (liver clock and gut microbiota) elicited similar levels, reduced levels, or total absence of enrichment (Figure 7). Both SPF and GF WT groups exhibited similar enrichment across many pathways, supporting our finding that oscillating hepatic transcriptome patterns are primarily driven by the liver clock. However, we observed enrichment of Reactome “Pyruvate Metabolism” only in SPF WT oscillating transcripts. This loss of oscillating pyruvate metabolism transcripts could contribute to the observed reduction in GNG output detected in SPF LKO and both GF groups (Figure 1D). 

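In SPF WT mice the sets with the strongest enrichment were those of the clock. Gene expression activated by BMAL1, CLOCK and NPAS2 was enriched 13.1-fold (adjusted p = 3.02e-07 by the hypergeometric test) and 12.6-fold (adjusted p = 2e-06) in its 2 Reactome versions, and the circadian clock 7.00-fold (adjusted p = 0.00018) and 7.06-fold (adjusted p = 0.000491). Passive transport by aquaporins was enriched 15.7-fold (adjusted p = 0.00607) and metabolism as a whole 1.63-fold (adjusted p = 0.000113). In SPF LKO mice the set of 13.1-fold enrichment was at 3.95-fold (adjusted p = 0.745) and in GF LKO mice at 1.95-fold (adjusted p = 0.671). The sets enriched in SPF LKO mice were gene expression activated by SREBF (6.87-fold, adjusted p = 0.00587), metabolism (1.55-fold, adjusted p = 0.00587) and triglyceride biosynthesis (4.80-fold, adjusted p = 0.0273). These sets were named after their values were seen, and differences between groups in enrichment were not tested.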

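Of the 6 sets enriched in SPF WT mice, 5 were also enriched in GF WT mice, 1 (metabolism) in SPF LKO mice and 0 in GF LKO mice. In GF WT mice the clock sets were enriched 6.37-fold (adjusted p = 1.48e-08 by the hypergeometric test) and 6.34-fold, and further sets that SPF WT mice did not show passed the threshold, among them metabolism of amino acids and derivatives (2.37-fold, adjusted p = 3.32e-08) and biological oxidations (1.99-fold, adjusted p = 0.000471). Amino acid metabolism was enriched 2.15-fold in SPF WT mice without passing it (adjusted p = 0.155).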

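Of the 19 genes of Reactome pyruvate metabolism in the background, 4 were called oscillating in each of the 4 groups. Against the number expected from the length of each list this was 4.13-fold in SPF WT (adjusted p = 0.394 by the hypergeometric test over 1132 sets), 4.16-fold in SPF LKO (adjusted p = 0.556), 1.44-fold in GF WT (adjusted p = 0.95) and 0.88-fold in GF LKO mice (adjusted p = 1). With all genes that had any count as background, the set passed the threshold in SPF WT (adjusted p = 0.0147) and SPF LKO (adjusted p = 0.0273) and not in GF WT (adjusted p = 0.114) or GF LKO mice (adjusted p = 0.254). The wider set of pyruvate metabolism and the citric acid cycle, 39 genes, held 7, 5, 12 and 7 oscillating transcripts in the same order of groups and passed in none (adjusted p = 0.202, 0.745, 0.166 and 1).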

KEGG “2-oxocarboxylic acid metabolism,” which includes pyruvate metabolism, also exhibited loss of enrichment in both LKO groups while WT groups exhibited enrichment (Figure 7).

In addition to glucose metabolism pathways, we also noted differential enrichment of lipid metabolism pathways (Figure 7). 

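The Reactome set of metabolism of lipids and lipoproteins had 429 genes in the background. Of these, 37 were called oscillating in SPF WT, 38 in SPF LKO, 108 in GF WT and 149 in GF LKO mice, or 1.69-fold, 1.75-fold, 1.72-fold and 1.45-fold the number expected. The enrichment passed the threshold in GF WT (adjusted p = 1.01e-06 by the hypergeometric test) and GF LKO mice (adjusted p = 0.000101) and not in SPF WT (adjusted p = 0.118) or SPF LKO mice (adjusted p = 0.0945), where the lists are shorter. On lists of equal length the adjusted p was 0.105 in SPF WT, 0.0945 in SPF LKO, 0.00494 in GF WT and 0.017 in GF LKO mice. With all genes that had any count as background it passed in all 4 groups.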

Reactome “Metabolism of lipids” was differentially enriched in all groups, where the SPF WT group exhibited the greatest enrichment, the SPF LKO group was intermediate, and both GF groups exhibited the lowest enrichment. This signifies a deviation from normal (SPF WT) oscillation patterns in transcripts that are key mediators of lipid metabolism. 

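The hand-written lists were tested for enrichment in the same way, Benjamini-Hochberg adjusted over the 6 lists. Of the 77 peroxisome genes in the background, 11 oscillated in SPF WT (2.80-fold, adjusted p = 0.0104 by the hypergeometric test), 7 in SPF LKO (1.79-fold, adjusted p = 0.297), 29 in GF WT (2.57-fold, adjusted p = 3.2e-06) and 31 in GF LKO mice (1.69-fold, adjusted p = 0.00609). Of the 61 PPAR signaling genes, 8 oscillated in SPF WT (2.57-fold, adjusted p = 0.0356), 4 in SPF LKO (1.29-fold, adjusted p = 0.448), 21 in GF WT (2.35-fold, adjusted p = 0.000271) and 22 in GF LKO mice (1.51-fold, adjusted p = 0.0651). The 42 genes of fatty acid metabolism passed in GF WT mice alone (2.28-fold, adjusted p = 0.00373), and the 27 of the biosynthesis of unsaturated fatty acids in no group (adjusted p from 0.247 to 0.755). Glycolysis and gluconeogenesis, 50 genes, passed in GF WT mice (1.91-fold, adjusted p = 0.016) and pyruvate metabolism, 35 genes, in none (adjusted p from 0.0727 to 0.539). Of the 8 genes of Reactome linoleic acid metabolism, 3 oscillated in SPF WT (7.35-fold, adjusted p = 0.27), 1 in SPF LKO (2.47-fold, adjusted p = 1), 4 in GF WT (3.41-fold, adjusted p = 0.281) and 3 in GF LKO mice (1.57-fold, adjusted p = 0.915). With all genes that had any count as background, the peroxisome list passed in SPF LKO mice too (adjusted p = 0.0121).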

Importantly, several FA pathways, including “Fatty acid metabolism,” “Biosynthesis of unsaturated fatty acids,” several linoleic acid-related pathways, “Peroxisome,” and “PPAR signaling pathway” lacked any significant enrichment in SPF LKO oscillating transcripts, with reduced or absent enrichment across both GF groups. The recurrence of altered FA metabolic pathway enrichment, alongside altered pathways associated with GNG expression, supports our previous claim of a need for concurrent and synchronized regulation of these two metabolic pathways that impart key effects on global glucose regulation.

Together, diurnal oscillations of hepatic gene transcription are significantly altered in absence of a functional liver clock, gut microbes, or both. Although LKO and GF mice exhibited increased and unique oscillating transcripts, the normal enrichment of key GNG and FA metabolic pathways is reduced or lost in LKO and GF mice, further supporting the impaired efficiency of these metabolic processes in vivo.

### Gut microbes affect liver clock–driven network coexpression of transcripts.

We examined whether liver clock or gut microbes imposed an effect on transcript-to-transcript correlations over time using coexpression network analysis (Figure 4A, approach 3). 

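Networks were built from the deposited counts within each group, following the paper's settings where it states them. The paper averages correlation matrices over random draws of libraries without saying how p was combined, and the mean p was used here. It prints the limit on r as above 0.95 in its network methods and below 0.95 under statistics, and above 0.95 was used. Genes with fewer than 50 counts in every library of the group, or with more than 2 libraries at 0 at a ZT, were left out, which kept 11438 genes in SPF WT, 11470 in SPF LKO, 10832 in GF WT and 11026 in GF LKO mice. In each of 500 draws, 1 of the 3 libraries of every ZT was taken at random, so that a draw holds 6 libraries, and Spearman's r and its p were computed for every pair of genes. An edge joined 2 genes whose r, averaged over the draws, was above 0.95 and whose mean p was under 0.001, and a gene with at least 1 edge is a node. On simulated data with a block of 780 correlated pairs among 3000 transcripts, all 780 and no other pair became edges. The block rose steeply over the ZT with counting noise alone, so its genes kept the same order in nearly every draw. This recovery was near certain and does not measure how many pairs would be found among real mice. The deposited counts carry the depth of each library, and every r rests on 6 values. Without ties, such an r is above 0.95 only where both genes put the 6 libraries in the same order, which unrelated genes would do by chance for about 90845 pairs in SPF WT, 91354 in SPF LKO, 81473 in GF WT and 84418 in GF LKO mice in any 1 draw.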

We calculated Spearman’s correlation coefficients via pairwise-comparisons of transcript reads over time to identify significant co-occurrences for network visualization (Figure 8; network statistics in Supplemental Figure 8B). This allowed for the identification of nodes (correlated transcripts, *P* < 0.001) and their corresponding edges (connections between nodes). The SPF LKO group exhibited a modest increase in total nodes relative to the WT group (6,116 vs. 5,603); however, the number of edges increased from 20,922 (WT) to 36,702 (LKO), which was visually recognized by the density of the SPF LKO network compared with the WT network (Figure 8). Conversely, the total number of nodes and edges did not vastly differ between the GF WT and LKO groups. Additionally, the overall density of GF networks, regardless of liver clock status, was greatly reduced in comparison to SPF.

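Under these settings SPF WT mice had 0 edges and SPF LKO mice 1 edge between 2 nodes. The pair in SPF LKO mice was Copg2 and Asap2, named after the values were seen. In SPF WT mice 97 pairs with a mean r above 0.95 had a mean p of Spearman's test under 0.05, and none reached 0.001. With the mean r above 0.95 alone, the alternative set for the p, there were 97 edges over 152 nodes in SPF WT and 269 edges over 354 nodes in SPF LKO mice. With r taken once from the means of the 3 libraries of each ZT, which moved the numbers most, there were 367640 edges over 11395 nodes in SPF WT and 724990 edges over 11399 nodes in SPF LKO mice, a ratio of edges of 1.97. This ratio was 1.46 without the library labelled SPF LKO ZT14 replicate 2, 1.67 without the library labelled SPF LKO ZT18 replicate 1 and 1.41 without SPF LKO ZT22 replicate 2. On ZT means of TMM-normalized CPM, an alternative added after the data were seen, the edges numbered 156170 in SPF WT and 242221 in SPF LKO mice. In a single draw of 6 libraries, also added later, the order was the other way, with 347326 edges in SPF WT and 230244 in SPF LKO mice.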

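GF WT mice had 2 edges over 4 nodes and GF LKO mice 1 edge over 2 nodes by the mean r and mean p. The pairs, named after the values were seen, were Slc30a10 with Dtx4 and Gys2 with Usp2 in GF WT mice and Rwdd3 with Rassf3 in GF LKO mice. With the mean r above 0.95 alone GF WT mice had 224 edges over 225 nodes and GF LKO mice 207 edges over 261 nodes, and from ZT means 283255 edges over 10781 nodes and 239003 edges over 10987 nodes. With 1 library left out, the edges from ZT means ran from 241117 to 310600 in GF WT and from 206670 to 256008 in GF LKO mice, ranges that overlap.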

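Set against the number of gene pairs, the edges from ZT means came to 5.62 per 1000 pairs in SPF WT, 11.02 in SPF LKO, 4.83 in GF WT and 3.93 in GF LKO mice. With 1 library left out, SPF WT mice had 301117 to 411514 edges and SPF LKO mice 516832 to 813879, so the range of SPF WT overlapped that of GF WT mice and the range of SPF LKO mice lay above both GF ranges. The order depended on the scaling. On ZT means of TMM-normalized CPM, GF WT mice had 197678 and GF LKO mice 193725 edges, both more than SPF WT mice.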

Next, KEGG annotations were applied to significantly correlated nodes and edges. While the number of nodes annotated to Carbohydrate (KO09101), Lipid (KO09103), and Amino acid (KO09105) metabolic pathways was not vastly different between groups, SPF LKO exhibited a 2-fold increase in edges annotated to these pathways compared with SPF WT (Table 1 and Supplemental Figure 8, C–E), while no difference was observed between GF groups. 

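The KEGG categories were not used here, and Reactome sets of carbohydrate (250 genes), lipid (512 genes) and amino acid metabolism (187 genes) stood in their place. By the mean r and mean p, 1 edge of GF WT mice reached the carbohydrate set and no other edge reached any of the 3 sets. From ZT means, the nodes in SPF WT, SPF LKO, GF WT and GF LKO mice numbered 186, 185, 182 and 185 for carbohydrate, 394, 393, 384 and 391 for lipid and 157, 155, 155 and 154 for amino acid metabolism. The edges that reached them numbered 11534, 25731, 8690 and 7818, then 23304, 51741, 17389 and 14952, then 7047, 14595, 8337 and 5647. On ZT means of TMM-normalized CPM the edges in the same order of groups numbered 5281, 6804, 7019 and 5722 for carbohydrate metabolism. They numbered 11377, 15052, 15704 and 12169 for lipid and 5032, 9418, 6774 and 4857 for amino acid metabolism. In a single draw SPF WT mice had more edges than SPF LKO mice, with 12540 and 8518, then 22505 and 15734, then 6145 and 4550. Both settings were added after the data were seen.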

Despite a modest influence of liver clock or gut microbes on the total number of connected transcripts, loss of a functional liver clock, specifically in the presence of microbes, resulted in significant increases of abnormal connections between transcripts belonging to key metabolic pathways involved in GNG regulation. This demonstrates the combinatorial action between gut microbes and liver clock in the overall organization of hepatic metabolic gene transcription over time.

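Per gene pair, the edges of SPF LKO mice from ZT means were 2.8 times those of GF LKO mice on counts and 1.16 times on TMM-normalized CPM, the latter chosen after the data were seen. From more edges with a similar number of nodes in SPF LKO than in SPF WT mice, and no such difference between the GF groups, the paper concludes that loss of the liver clock in the presence of microbes adds connections between transcripts of metabolic pathways that take part in the regulation of gluconeogenesis.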

These data suggest both the liver clock and gut microbes aid in maintaining temporal coexpression of critical metabolic functional outputs of hepatic transcripts. Loss of either driver results in the emergence of abnormal connections, specifically those involved in carbohydrate and lipid metabolic pathways.

### Interactions between liver clock and gut microbes result in altered lipid versus carbohydrate fuel utilization.

Given that absence of a liver clock and gut microbes alters glucose and lipid metabolism, we interrogated how behavior, fuel utilization, and fuel switching were affected in vivo via indirect calorimetry over 4 days via the Promethion High-Definition Multiplexed Respirometry System. First, we detected no differences in basal metabolic rate regardless of *Bmal1* or microbial status (Supplemental Figure 9A). While we previously observed a small, but significant increase in food intake in male SPF LKO mice compared with WT mice (Supplemental Figure 1B, right), in the metabolic cage set-up, we observed no difference in overall food intake between genotypes (Supplemental Figure 9B). This discrepancy could be due to differences in cohort size, time scale, and method of measurement and food delivery. Plotting hourly food intake revealed that feeding onset was more robust in SPF LKO mice compared with WT mice, while no differences were evident in GF mice (Supplemental Figure 9C). The altered feeding bouts in SPF LKO mice could contribute to the observed increase in oscillating microbes over a 24-hour LD cycle, as shown in Figure 3A. Interestingly, ambulatory motion over the same period was not different in SPF mice; however, GF LKO mice exhibited increased total ambulatory motion relative to their WT counterparts (Supplemental Figure 9, D and E). This indicates the liver clock and microbes interact to influence feeding behavior, while shifts in ambulation due to a disrupted liver clock are exaggerated by a lack of gut microbes.

We next examined energy expenditure via oxygen consumption (VO_2_) and fuel utilization via respiratory exchange ratio (RER; CO_2_ produced/O_2_ consumed). While no differences were detected between SPF genotypes during the active phase, we observed slight but significantly increased energy expenditure in SPF LKO mice compared with WT mice during the rest phase (Figure 9, A and B). These patterns were not evident in GF conditions. We then measured RER and found that SPF LKO mice exhibited significantly increased RER during the active period, implying a greater utilization of carbohydrates and reduced utilization of lipids (Figure 9, C and D). This suggests that a dysfunctional liver clock drives reduced utilization of lipids for fuel when microbes are present, supporting our evidence that GNG is also reduced. Conversely, no difference in RER was detected in GF mice regardless of genotype during the active phase, supporting our evidence that LKO mice exhibited reduced GNG compared with WT mice in SPF, but not in GF, conditions (Figure 1D). Interestingly, we observed decreased RER during the rest period only in GF LKO mice compared with GF WT mice, but not under SPF conditions (Figure 9, C and D), indicating that absence of both a liver clock and gut microbes may in fact enhance lipid oxidation relative to that observed in GF WT mice.

In summary, we found microbiota-dependent and -independent effects on liver clock–mediated fuel utilization. A reduced reliance on lipids in SPF LKO mice may contribute to reduced GNG and alter global metabolic homeostatic outputs.

## Discussion

Organismal-level coordination of molecular metabolism governed by the circadian clock is critical for the temporal separation of biochemical processes to maintain energy demands over a 24-hour period. Dysregulation or improper partitioning of these key processes can substantially contribute to metabolic diseases, such as obesity, nonalcoholic fatty liver disease, and type 2 diabetes. The liver is one of the most metabolically active organs, contributing to glucose and lipid homeostasis. Our data demonstrate a bidirectional and cooperative relationship between diurnal patterns of gut microbes and the liver circadian clock that aids in coordination of GNG, lipid metabolism, and fuel utilization, as outlined in Figure 10. This highly complex, reciprocal dialogue results in refined shifts that drive metabolic homeostasis. We found that the liver clock serves as the primary driver of diurnal transcriptional networks essential for maintenance of whole-body metabolism, whereas gut microbes are a secondary, essential partner that translates environmental cues (e.g., what, when, and how much diet is consumed) to enhance temporal organization of clock-mediated hepatic gene expression. When either system is absent or dysfunctional, disorganization and mistiming of normally coordinated processes occurs and homeostatic mechanisms are lost. These findings provide an initial basis for the interrogations of the mechanistic underpinnings of key host-microbe circadian interactions that direct metabolism in a tissue-specific manner.

A major finding of our study is that contributions of both gut microbes and the hepatic tissue-specific circadian network mediated glucose homeostatic outcomes, which occur independent of the central clock located within the brain (Figure 1, B and D and Supplemental Figure 1E). While others have separately implicated gut microbes (9, 22, 44) or the liver circadian clock (31) in the regulation of GNG and glucose tolerance, respectively, we showed that these systems work in conjunction to drive host glucose homeostasis. This appears to be a GNG-specific effect, supported by our evidence that both insulin sensitivity and hepatic glycogen levels were largely unaffected by LKO or GF conditions (Supplemental Figure 1, D and F). We found that gut microbes provide essential cues that mediate GNG, which can only be appropriately coordinated with the liver clock, a primary driver of maintaining metabolic partitioning. This engagement in microbiota-replete conditions underpins shifts between glucose and lipid metabolism for fuel utilization. By investigating these animals under GF conditions or following antibiotic-induced depletion of gut microbes in SPF mice (Figure 2), we were able to demonstrate that gut microbes contribute to these outcomes, serving in essence as a rheostat to impart signals in real time that fine-tune and modulate glucose and lipid metabolism. In the presence of gut microbes, gene-targeted deletion of the primary hierarchical driver, hepatic *Bmal1*, results in reduced host metabolic processes, like GNG, that are essential to maintain metabolic homeostasis. Altogether, these data underscore a key role for liver clock–microbiota crosstalk in maintaining circulating glucose levels, particularly during fasting conditions when GNG is critical. Whereas each system is greatly affected by environmental signals that influence metabolic outcomes, understanding their bidirectional dialogue is essential to comanipulate these systems in a meaningful and effective way.

In addition to differences in glucose homeostasis determined via direct measurements of GNG, we also identified that hepatic *Bmal1* and gut microbes coordinate diurnal patterns in lipid metabolism and subsequent fuel utilization via transcriptome analysis and indirect calorimetry, respectively (Figures 7 and 9). These findings, particularly in GF animals, provide insights into the role of liver *Bmal1* in these processes; previous work performed by our group and others in conventionally raised WT versus LKO mice showed the liver clock regulates lipid homeostasis via mechanisms involving AKT activation and m_6_A RNA methylation (37, 45). FA β-Ox imparts significant coregulation of GNG via several molecular signals, such as Acetyl-CoA, which is formed during fatty acid oxidation and allosterically activates pyruvate carboxylase, as well as cAMP, which induces both FA β-Ox and GNG via PPAR signaling (40, 46, 47). Thus, it is possible that our observations of liver clock–mediated GNG outputs under SPF and GF conditions may be a direct result of reduced hepatic FA β-Ox flux. Previous studies showed GF mice with a functional liver clock exhibit upregulation of FA β-Ox, even under high-fat diet–fed conditions (14); this could be due, in part, to differential regulation of hepatic PPAR signaling (48) and may provide protection against high-fat diet–induced obesity. Our studies in GF WT and LKO mice suggest that gut microbes also interact with the liver clock to regulate lipid metabolism, yet the precise microbial component(s) driving these outcomes remains to be determined. Given the relationship between FA β-Ox and GNG, we must consider the potential effects that high-fat diet may have on the individual outputs of these pathways and their coregulation. For instance, a previous study revealed that high-fat dietary intake in *Bmal1* liver–deficient mice resulted in increased body weight gain and disrupted mitochondria functional outputs compared with WT counterparts (49). We suspect that exposure to high-fat diet would impact the liver clock–microbiome relationship, perhaps exacerbating the lipid and associated GNG outputs that we observe under grain-based, undefined chow-fed conditions in SPF mice. This will be a focus of future studies for our group.

In addition to the metabolic implications of gut microbes for the host, we demonstrate bidirectionality from the host liver clock to gut microbes. Here, functionality of the liver clock affects diurnal oscillations of fecal microbiota relative abundances. Loss of a primary hepatic driver, such as *Bmal1*, results in the emergence of downstream secondary microbiota oscillators that could directly feedback onto the host, disrupting proper feedback mechanisms. Previously, Liang et al. (26) showed that global loss of *Bmal1* in mice abolished fecal microbial abundance rhythms compared with those in WT mice. In contrast, our work shows that absence of tissue-specific *Bmal1* resulted in an almost 2-fold increase in oscillating ASVs, particularly within the families Lachnospiraceae and Ruminococcaceae (Figure 3), which we further confirmed by log-ratio analysis (Supplemental Figure 6). This indicates that the tissue-specific liver clock is a key player in maintaining normal rhythmicity of specific oscillating gut microbiota. Others have shown that these bacteria families positively correlate with and contribute to secondary bile acid metabolism (50, 51), as well as circadian rhythm regulation and metabolism (52, 53). Furthermore, previous studies have revealed that PPAR signaling is linked to bile acid synthesis and regulation (54, 55). In fact, we observed reduced levels of transcripts involved in PPAR signaling in hepatic *Bmal1*-deficient mice. Whether the observed gain in oscillating ASVs in LKO SPF mice contributes to altered circulating bile acid pools that impact glucose metabolism remains to be investigated. Gains in oscillation have been previously identified in the context of microbiota-relative abundances and associated metabolites in metabolic disease (23, 56), yet their precise meaning remains unclear. Importantly, not only did we observe a gain in oscillations of gut microbiota, but we also found an increase in oscillations of the host liver transcriptome in absence of either a functional liver clock or gut microbes (Figure 6A). These gains of rhythmicity confer differential enrichment of key metabolic pathways compared with SPF WT mice (Figure 7). This finding corresponds to previous observations that the emergence of unique oscillations can significantly alter functional transcriptome enrichment that affects metabolic homeostasis (42, 57).

Our study underscores that gut microbiota play a key role in mammalian metabolic homeostasis mediated through interactions and coordination with primary drivers of hepatic circadian networks. Molecular signals derived from the gut microbiome that impart liver clock–mediated GNG and overall metabolic organization remain undefined, and their identification will be an essential next step to gain further insights. In preliminary investigations, we examined short-chain fatty acids (SCFAs) as a potential mediator of this interaction; however, absence of a liver clock did not appear to alter either SCFA levels or diurnal dynamics in SPF WT versus LKO mice (data not shown). Another mediator candidate that may mechanistically link these systems is glucagon-like peptide 1 (GLP-1), an incretin produced by intestinal L cells that induces insulin secretion and glucose uptake. Not only does GLP-1 exhibit robust diurnal patterns that are required for normal glucose homeostasis, but its secretion is also significantly induced by loss of gut microbes (22, 58); additional experiments will be required to investigate this thoroughly. Due to the complex nature of host-microbe interactions, it is possible that a single mediator is not responsible; instead there is a possibility that a combination of factors contributes to the mutual and temporal regulation of these systems. Future studies aimed at understanding how these microbial mediators interact with circadian networks, particularly in humans, will be an important step in the field. Together, our physiological and multi-omic data highlight key communication between the host hepatic circadian clock and gut microbiota, underscoring the importance of proper diurnal coordination of these two systems. These findings could have broader translational implications for how these two systems might be targeted to improve metabolic homeostasis in humans.

## Methods

Specific catalog numbers for antibodies, animals, and reagents are listed in Supplemental Table 2.

### Animals.

All mice used in these studies were on a C57BL/6J background. SPF *Bmal1^fl/fl^* and Albumin-Cre male and female mice were purchased from The Jackson Laboratory and bred in The University of Chicago vivarium as previously described (31). SPF *Bmal1^fl/fl^* Alb-Cre mice were rederived under GF conditions and maintained in flexible film isolators (CBC Ltd.) in The University of Chicago Gnotobiotic Research Animal Facility. To achieve forebrain-specific knockout of *Bmal1*, SPF *Bmal1^fl/fl^* mice were crossed with *CamiCre* mice, which were a gift from Joseph Takahashi with the Department of Neuroscience and the Howard Hughes Medical Institute at University of Texas Southwestern Medical Center (33). All mice were maintained under 12:12 light/dark conditions (lights on at 6 am, ZT0) and fed autoclaved ad libitum JL Rat and Mouse/Auto 6F 5k67 (LabDiet) for at least 2 weeks prior to and throughout experiments. Body weight and food consumption were monitored weekly. At 10–14 weeks of age, mice were acclimatized to individual housing for 14 days, after which stool was collected every 6 hours for 48 hours. After 3 weeks, mice were sacrificed via CO_2_ asphyxiation followed by cervical dislocation over a 24-hour period at 6 time points: ZT2 = 8 am, ZT6 = 12 pm, ZT10 = 4 pm, ZT14 = 8 pm, ZT18 = 12 am, and ZT22 = 4 am. Immediately prior to sacrifice, basal blood glucose was measured from tail snip blood via Accu-Check Compact Plus Diabetes Monitoring Kit and test strips (Roche Diagnostics) or OneTouch Ultra 2 Blood Glucose Monitoring System (LifeScan). Blood was collected via heparin-coated microvette tubes (Sarstedt) for insulin measurement by the Ultra-sensitive Insulin ELISA (ALPCO). Liver, plasma, brain, and intestinal luminal contents were snap frozen in liquid nitrogen and stored at –80°C.

### Conventionalization studies.

Fresh stool from adult C57BL/6J male mice was resuspended in sterile PBS (100 mg stool/mL), vortexed, and spun briefly to remove debris. Individually housed GF *Bmal1^fl/fl^* or *Bmal1^fl/fl^-AlbCre* 11- to 13-week-old ad libitum–fed male mice were orally gavaged with 150 μL suspension. Body weights and food consumption were monitored weekly.

### Antibiotic treatment studies.

For antibiotic treatment, SPF *Bmal1^fl/fl^* or *Bmal1^fl/fl^-AlbCre* 11- to 13-week-old male mice were administered an antibiotic cocktail consisting of vancomycin (0.5 mg/mL), neomycin (1 mg/mL), and cefoperazone (0.5 mg/mL) prepared in autoclaved water and sterile filtered through a 0.2 μM filter. The protocol involved using a combination of daily gavage for 7 days followed by incorporation and ad libitum delivery in drinking water for 1 additional week. Body weights were monitored daily.

### Primary hepatocyte isolation and culture.

Isolation and culture of primary hepatocytes were performed as described in Mouse Liver Cells (http://mouselivercells.com). 15-week-old SPF and GF *Bmal1^fl/fl^* and *Bmal1^fl/fl^-AlbCre* male mice were anesthetized (90 mg ketamine/kg body weight, 6 mg xylazine/kg body weight), perfused via portal vein cannulation with Collagenase Type IV (Worthington Biochemical) in situ, digested in low-glucose DMEM (Corning), and isolated in high-glucose DMEM (Gibco). Live hepatocytes were seeded at 600,000 hepatocytes in 6-well collagen-coated plates (Thermo Fisher Scientific) and cultured in low-glucose DMEM (Corning) for 2 days with daily media change prior to assay.

### Oral glucose, intraperitoneal pyruvate, and intraperitoneal ITTs.

For GTT and PTT, 12- to 16-week-old male GF and SPF mice were fasted overnight for 14 hours, starting at ZT12. For ITT, mice were fasted for 5 hours, starting at ZT22. Baseline blood glucose was measured via tail snip using a hand-held glucometer. Mice were administered an oral bolus of 20% dextrose (Hospira) in sterile water solution (2 g/kg body weight), an intraperitoneal injection of sterile-filtered sodium pyruvate (Sigma-Aldrich) in PBS (2 g/kg body weight), or an intraperitoneal injection of 0.1 U/mL Humulin R Insulin (Eli Lilly) in PBS (1 U/kg body weight). For GTT and PTT, blood glucose was measured at 1, 30, 60, and 120 minutes after gavage or injection. For ITT, blood glucose was measured at 15, 30, 60, 90, and 120 minutes after injection. During GTT, insulin levels were determined at baseline, 30, 60, and 120 minutes in blood collected in heparin-coated microvette tubes (Sarstedt) using the Ultra-sensitive Insulin ELISA (ALPCO). AUC was calculated using GraphPad Prism v9.

### Western blot.

Liver and brain tissue (5–10 mg) were collected at ZT16 and placed in 250–500 μL ice-cold RIPA lysis buffer (Thermo Fisher Scientific RIPA Lysis and Extraction Buffer, cOmplete Mini Protease Inhibitor Cocktail, 100 μM PMSF). Protein concentrations were determined via Bicinchoninic Acid Protein Assay (Thermo Fisher Scientific), and 30 μg protein was separated on 4%–20% Mini-PROTEAN gel (Bio-Rad) and transferred to a PVDF membrane (Millipore). Membranes were blocked with 5% nonfat milk in Tris-buffered saline (TBS) (20 mM Tris pH7.6, 150 mM NaCl) and incubated overnight at 4°C in 5% nonfat milk in TBS-Tween (TBS-T) (20 mM Tris pH7.6, 150 mM NaCl, 0.1% Tween-20) containing primary antibodies: anti-BMAL1 (1:1,000; Abcam, ab93806) or anti-GAPDH (1:100,000; Invitrogen, AM4300). Membranes were washed 6 times for 5 minutes in TBS-T and incubated for 1 hour at room temperature in TBS-T containing 5% nonfat milk and either anti-mouse or anti-rabbit secondary antibody (1:10,000; Abcam, 7076S and 7074S). Membranes were washed again, developed with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific), and exposed using the Chemi-Doc MP Imaging System (Bio-Rad Laboratories).

### Primary hepatocyte glucose production assay.

Cultured mouse hepatocytes were serum-starved overnight and washed with PBS with MgCl_2_ and CaCl_2_ (Sigma-Aldrich). Hepatocytes were exposed to glucose-free DMEM (Sigma-Aldrich) (20 mM sodium lactate, 2 mM sodium pyruvate, 2 mM L-glutamine, 15 mM HEPES) with or without 0.1 mM pCPT-cAMP (Sigma-Aldrich) for 11 hours. Media was collected and glucose concentrations were measured via Autokit Glucose enzymatic assay (FUJIFILM Medical Systems Inc.) and normalized to protein content determined via Bicinchoninic Acid assay.

### Glycogen assay.

Frozen liver samples were weighed, and glycogen measurement was performed using the Glycogen Assay Kit II (Colorimetric) (Abcam) following the manufacturer’s instructions.

### Bacterial gene quantification.

16S rRNA gene copy number was determined in stool as previously described (23, 59, 60). The 16S rRNA gene was quantified using a standard curve for gene copy number using primer sequences cloned into a PCR4-TOPO plasmid (see Supplemental Table 2, for primer sequences).

### 16S DNA extraction, sequencing, and analysis.

Stool was bead beaten using 0.1 mm diameter zirconia/silica beads (BioSpec Products) as previously described (23). Supernatants were extracted using equal volumes of phenol:chloroform:isoamylalcohol (25:24:1; Ambion), and DNA was precipitated using an equal volume of 100% isopropanol. DNA concentration was measured using the Quant-iT PicoGreen dsDNA Assay kit (Invitrogen) and diluted to 1–20 ng/μL. The V4–V5 region of the 16S rRNA encoding gene was amplified using standard Earth Microbiome Project protocols. Sequencing was performed at the High-Throughput Genome Analysis Core (part of the Institute for Genomics and Systems Biology, Argonne National Laboratory [Lemont, Illinois, USA]). Paired-end reads were imported into Quantitative Insights Into Microbial Ecology version 2 (QIIME2) software suite (61) (https://qiime2.org) and demultiplexed using Dada2 (62). Filtering steps were performed, including filtering out samples containing less than 1.5 times the standard deviation from the mean of sample read counts across all samples within the experiment and filtering out features that appear in less than 10 samples across the experiment. To maximize sampling depth while prioritizing equal retention of samples across groups, 10,598 (Figure 3 and Supplemental Figures 4 and 5; 48-hour fecal collection) or 15,578 (Supplemental Figure 3; cohousing vs. separate housing fecal collection) reads were included per sample, determined by the mean subtracted by 1.5 times standard deviation of sample read counts across all samples within the experiment. Taxonomy was compiled using the classify-sklearn plugin with Silva database version 132 2020.8 (63, 64). β-Diversity analyses and permutational multivariate ANOVA statistics were performed via QIIME2.

### Liver RNA extraction, sequencing, and analysis.

Total RNA was isolated by homogenizing bulk liver tissue in TRIzol (Ambion) followed by chloroform extraction, as previously described (23). RNA quality and quantity were assessed using the Agilent bioanalyzer, and RNA-SEQ libraries were generated using the Illumina Stranded mRNA Prep at The University of Chicago Genomics Core Facility. Sequencing of mRNA directional, single-end 50 base pair reads was performed on the HiSEQ4000 with Illumina reagents and protocols. Data was demultiplexed using the Illumina bcl2fastq software. All 72 samples were run on 6 lanes, and fastq files were concatenated. Quality control was performed using FastQC v0.11.5 and MultiQC v1.10.1. Sequence alignment was performed by STAR version 2.6.1b by mapping to the mm10 whole genome (65). Gene transcript counts were determined by Subread:featurecounts v2.0.0.

Differential analysis was performed via DESeq2, both on all time points pooled and within each individual time point of variance-stabilizing transformation (VST) data. Protein coding genes were identified via biomaRt (version 2.40.5) using GRCm39 mouse genes. Two-way analysis for each pair of experimental groups were performed. The Wald statistic, calculated via DESeq2, was used to build a ranked list of genes for each comparison for each time point. fGSEA (version 1.10.1) was utilized to identify differentially regulated pathways (with parameter nperm = 10,000) within multiple annotated gene sets from Molecular Signatures Database (MSigDB, version 7.0; https://www.gsea-msigdb.org/gsea/msigdb). Significantly identified pathways were filtered by adjusted *P* < 0.05 and subsequently binned into categories via custom R script. fGSEA was utilized to calculated normalized enrichment score and identify leading edge genes.

For oscillation analysis, feature counts were normalized by VST in DESeq2 (version 1.24.0). VST-normalized data were used for principal component analysis. VST-normalized data were analyzed to identify significantly oscillating transcripts via empirical JTK_CYCLE (66). Heatmaps were generated from VST-normalized data, ordered by time of peak expression, normalized by the median value for each transcript within each group over time, and visualized using Orange3 (https://orangedatamining.com). Metascape was utilized to identify statistically enriched pathways from each list of oscillating transcripts (43) (http://metascape.org), which were then binned into categories via a custom R script.

Network coexpression analysis was performed using RNA-Seq raw transcript abundance counts. Transcripts with low abundance counts (<50 counts in all samples or genes with 0 counts in more than 2 samples per time point) were removed. Spearman’s correlation values for comparisons between pairs of transcripts were calculated within each genotype. Transcript count values were randomly selected from 1 of the 3 samples for a given time point, and then correlation *P* and *r* values between transcripts over time were calculated in R and repeated over 500 permutations (*‘dplyr’, ‘rcorr’, ‘Hmisc’*). Correlation matrices for the permutations were averaged to generate a single matrix of transcript correlation values. The matrix was flattened into a network-importable table format in R (*‘cormat’, ‘pmat’*): flatCorrMatrix < -function(cormat,pmat){ut < -upper.tri(cormat)data.frame(row = rownames(cormat)[row(cormat)[ut]],column = rownames(cormat)[col(cormat)[ut]],cor = (cormat)[ut],p = pmat[ut]). Correlations were filtered for *P* < 0.001 and Spearman’s *r* > 0.95, and all self-relationships removed. This filtered correlation table was used for network visualization in Cytoscape (67) (https://cytoscape.org) as well as for downstream analyses of node connectivity and centrality. Annotations from the KEGG were added (https://www.ensembl.org) and utilized to identify transcript nodes in each network with specific functionally related pathways.

### Metabolic cage studies.

Mice were acclimatized to individual housing for 5 days prior to metabolic monitoring, which was conducted using the Promethion High-Definition Multiplexed Respirometry System for Mice (Sable Systems International). All measurements were recorded at 3-minute intervals across all cages. Food and water intake were recorded by gravimetric measurement. Physical movement was determined by infrared sensor beam breaks. Oxygen consumption, carbon dioxide production, and respiratory quotient were measured by indirect calorimetry. Energy expenditure (kcal/h) was calculated by the Weir equation (68).

Basal metabolic rate was measured on the first day of metabolic cage housing. Following transfer into metabolic cages at ZT3, food was immediately removed. Between ZT7 and ZT10, the lowest average postabsorptive energy expenditure value over a 5-minute period was identified as BMR (69). Food was returned at ZT10, mice were allowed to acclimatize for 2 days, followed by 4 days of resting metabolic rate measurements. For GF mice, validation of GF status was performed using 16S rRNA gene PCR on DNA extracted from fecal samples collected before and after metabolic caging.

All data were recorded via IM3 software v21.0.2 and converted to XML via a custom Sable Systems macro. Data were cleaned in Python, including identification of each diurnal cycle using environmental lux values. Within each period, sum was calculated for beam breaks and movement, and range was calculated for food and water intake. EC_50_ (70) was calculated for RER, VO_2_, and energy expenditure in R using nplr v.1-7. Analysis of covariance (ANCOVA) (body weight as covariant) was performed for each measurement between 2 groups using R.

### Statistics.

Data are presented as mean ± SEM or box-and-whisker plots showing the median ± minimum/maximum. Statistical analysis was performed using either GraphPad Prism v9 software or R packages. Two-tailed unpaired Welch’s *t* tests or ANCOVA were performed between 2 groups, and Brown-Forsythe and Welch’s 1-way ANOVA followed by Dunnett’s tests were performed among 3 or more groups. *P* < 0.05 was considered statistically significant. Metascape was used to identify significantly enriched pathways from oscillation transcriptome profiles with *q* < 0.05. Spearman’s correlation was performed to identify significantly correlated gene expression over time with *P* < 0.001 and *r* < 0.95. fGSEA was used to identify significantly enriched pathways from differential gene expression analysis with adjusted *P* (padj) < 0.05 and nperm = 10,000. CircWave V1.4 (http://clocktool.org) or empirical JTK_CYCLE (66) were used to identify significantly oscillating data by *P* < 0.05 (CircWave) or GammaBH < 0.05 (*P* value was calculated from gamma fit of empirical null distribution, adjusted for Benjamini-Hochberg false discovery rate, via eJTK). Log-ratio analyses for 16S data were performed via Songbird using methodology outlined in Morton et al. (36). In addition to default parameters, the equation was set to “C(Time, Treatment(‘Two’), pmin of feature counts set to 0, epochs set to 40,000, learning rate set to 0.0001, and trainer samples set to 3. The resulting log ratios were sorted hierarchically in a heatmap, plotted over time via LOESS fitting, and fitted for nonzero base sinusoidal fits. Statistical outliers were identified as 2 standard deviations ± mean and removed from the analysis. Metabolic cage statistical outliers were removed based on S_n_ values (71) using the R package robustbase (https://robustbase.r-forge.r-project.org). A consistency factor of 1.1926 was used to calculate the S_n_ value for each channel within each cycle, and outliers were defined as ± 3 times the S_n_ value from the median. Python v3.7.5 and R v3.6.3 were used.

### Study approval.

All animal protocols and experimental procedures were approved by The University of Chicago Institutional Animal Care and Use Committee.

### Data availability.

16S rRNA sequences are available for download at the NCBI Sequence Read Archive (accession PRJNA815335). RNA sequences are available for download at the NCBI Gene Expression Omnibus (accession GSE184303).

## Author contributions

This manuscript was conceptualized by KF, VAL, and EBC. Data analysis was performed by KF, S Manzoor, OD, KC, EAC, and VAL. Experiments were conducted by KF, S Manzoor, KC, S Miyoshi, JM, MS, AT, and VAL. Reagents were provided by MI and JST. Manuscript writing, review, and editing was performed by KF, MCR, VAL, and EBC. Funding was acquired by KF, MCR, VAL, and EBC.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
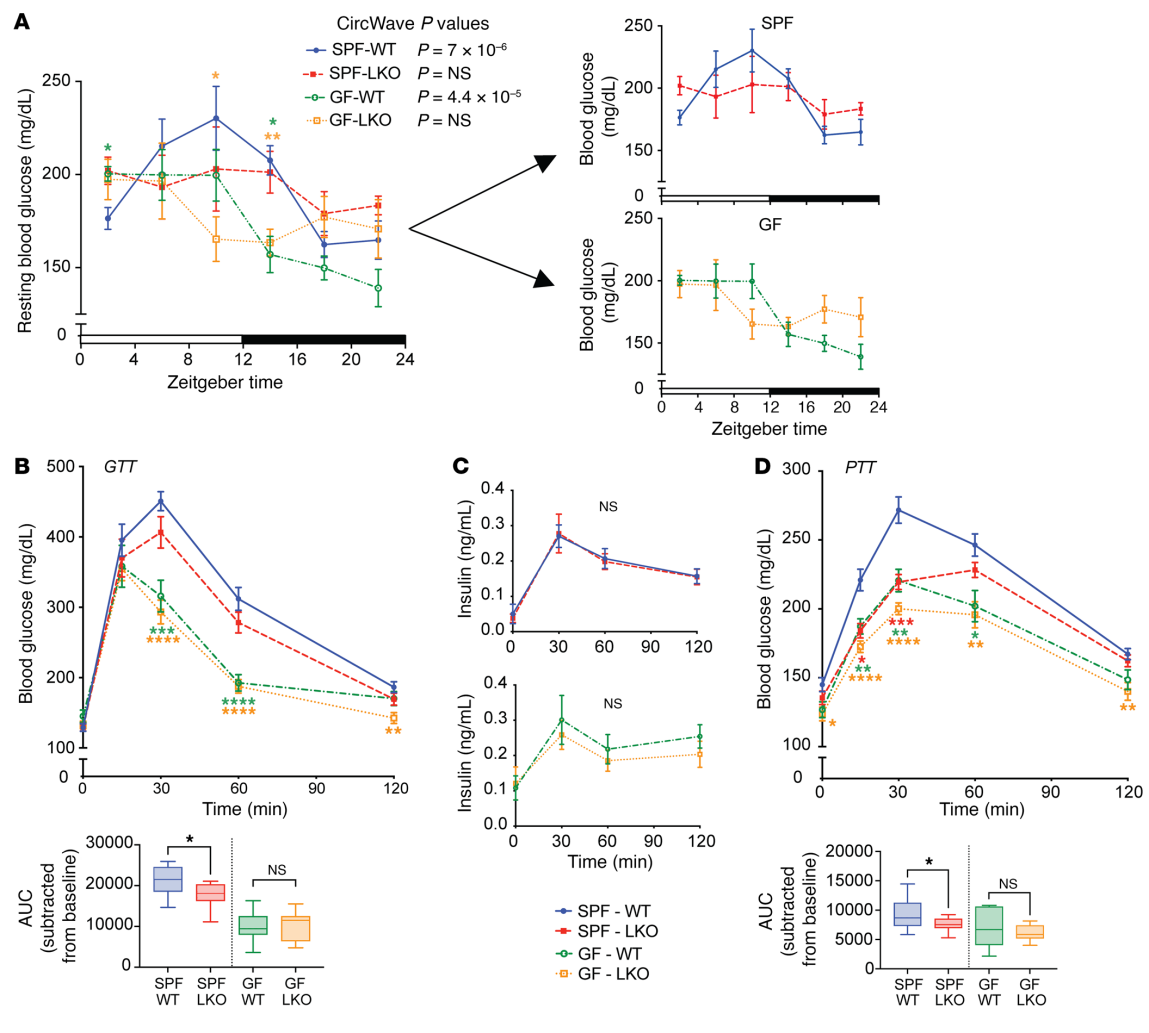
Gut microbes are essential for liver circadian clock–mediated glucose metabolism. (**A**) Resting blood glucose levels of SPF and GF WT and LKO male mice every 4 hours over 24 hours (*n* = 4-6/group/time point, SPF and GF groups also shown separately). CircWave statistics indicate significantly oscillating (*P* < 0.05) or not oscillating (*P* > 0.05) values. (**B**) GTT of SPF and GF WT and LKO male mice (*n* = 10–13/group). (**C**) Circulating insulin levels during GTT (*n* = 10–13/group). (**D**) PTT (*n* = 10–15/group) of SPF and GF WT and LKO male mice. Data are shown as the mean ± SEM. Lines in box plots represent the median, and whiskers represent the minimum and maximum, respectively. Two-tailed unpaired Welch’s *t* tests was performed between 2 groups; Brown-Forsythe and Welch’s ANOVA followed by Dunnett’s tests was performed between 3 or more groups. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, relative to SPF WT. Graphs represent AUC normalized to baseline glucose.

**Figure 2:**
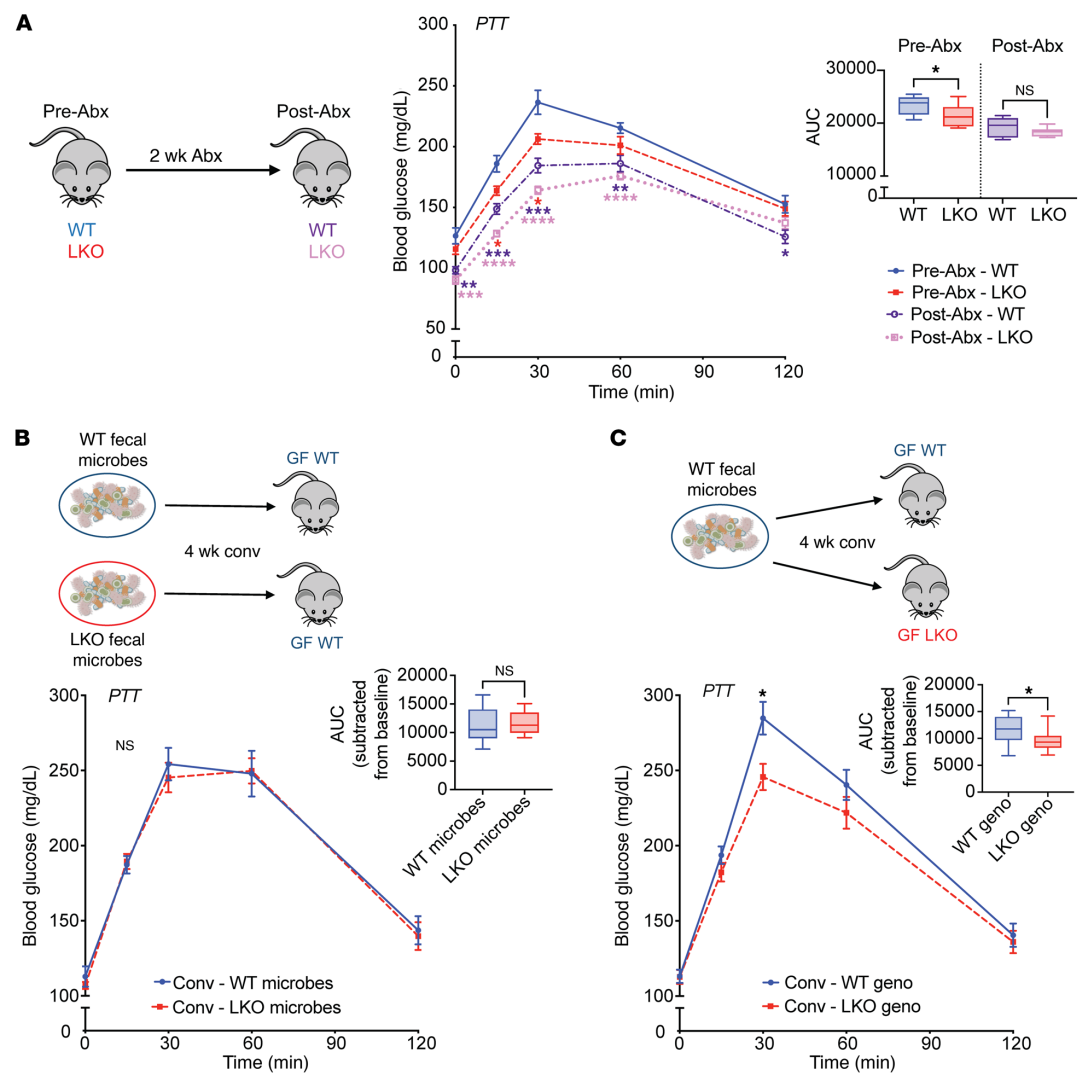
Modulation of gut microbes can both eliminate and restore liver clock–mediated GNG. (**A**) PTT in WT and LKO male mice before (Pre-Abx) and after (Post-Abx) daily antibiotic treatment for 2 weeks (*n* = 12–13/group). The graph represents the AUC. (**B**) PTT in GF WT male mice conventionalized with fecal microbes from SPF WT or LKO male mice (*n* = 11–12/group). (**C**) PTT in GF WT and LKO male mice conventionalized with fecal microbes from SPF WT male mice (*n* = 15–16/group). Inset graphs represents AUC normalized to baseline glucose. Data points represent mean ± SEM. Lines in box plots represent the median, and whiskers represent the minimum and maximum, respectively. Two-tailed unpaired Welch’s *t* tests were performed between 2 groups; Brown-Forsythe and Welch’s ANOVA followed by Dunnett’s tests were performed between 3 or more groups. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, relative to Pre-Abx WT.

**Figure 3:**
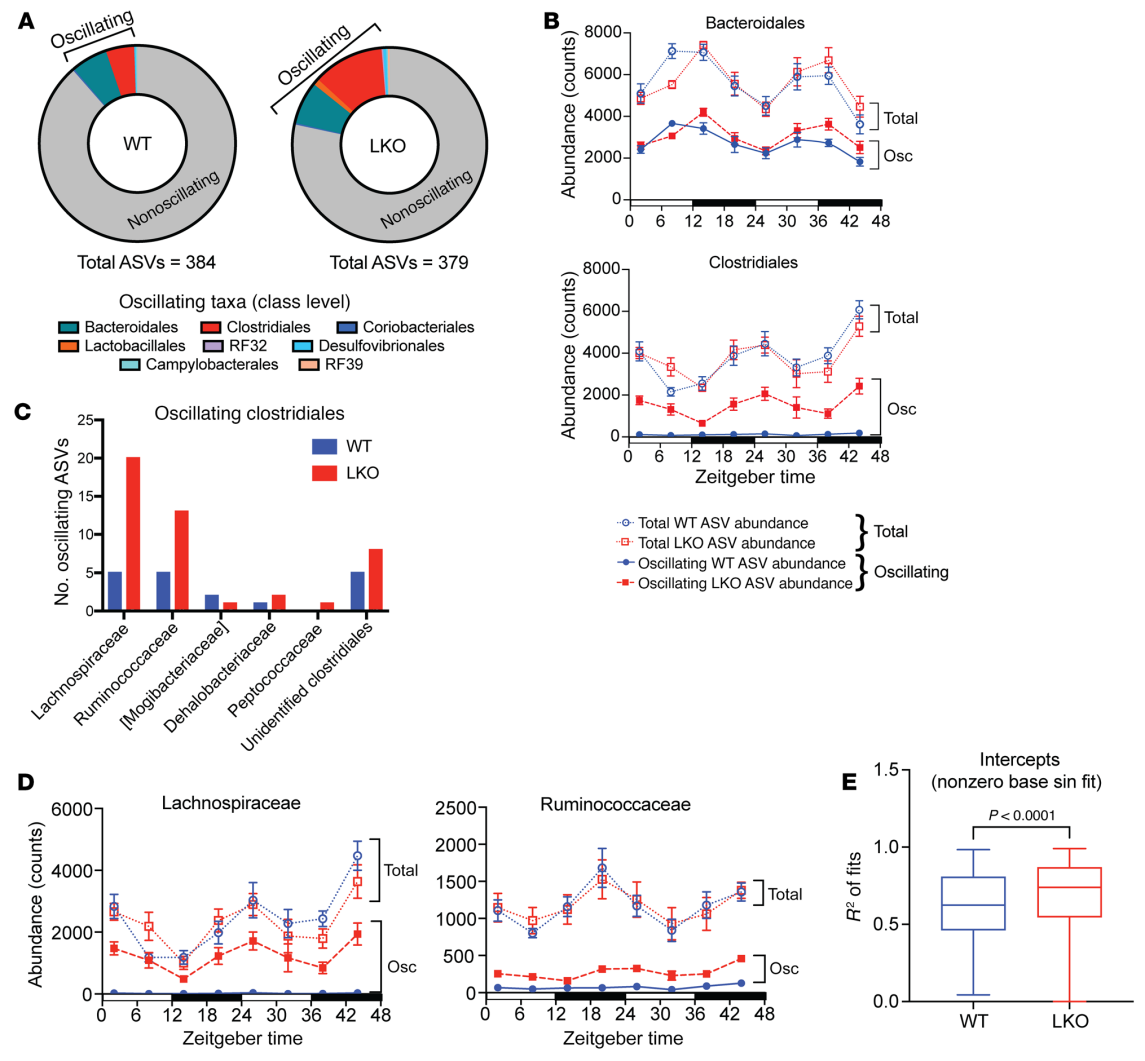
Liver circadian clock drives unique patterns of oscillations in microbial abundance. 16S rRNA gene sequencing of stool from SPF WT and LKO male mice every 6 hours over 48 hours via repeat collection (*n* = 7–8/group). (**A**) Proportion of nonoscillating (gray area) versus significantly oscillating (colored areas) amplicon sequence variants (ASVs) identified via eJTK (GammaBH < 0.05). Oscillating (Osc) ASVs were divided by taxonomic class. (**B**) Abundance counts of total versus oscillating ASVs within Bacteroidales and Clostridiales classes. (**C**) Number of oscillating Clostridiales ASVs at the family level in WT and LKO mice. (**D**) Abundance counts of total versus oscillating ASVs within Lachnospiraceae and Ruminococcaceae families. (**E**) *R*^2^ values of nonzero base sinusoidal fits of log ratios at each time point relative to ZT2. Data represent mean ± SEM. Lines in box plots represent the median, and whiskers represent the minimum and maximum, respectively. Two-tailed paired *t* test was performed.

**Figure 4:**
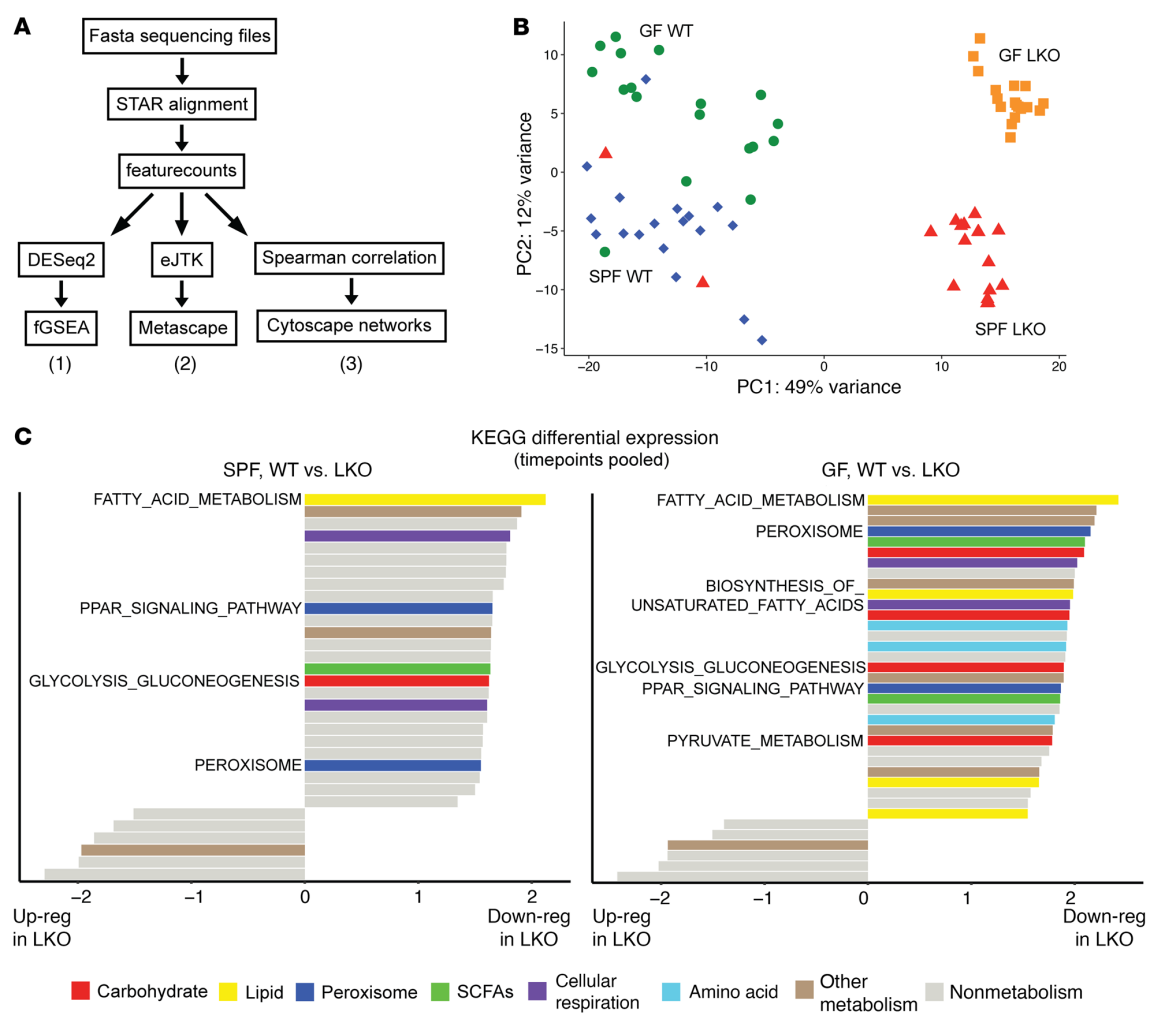
Metabolic pathway gene expression is downregulated in absence of a liver clock across time, regardless of microbial status. Transcriptome analysis of liver samples collected every 4 hours over 24 hours (ZT2, -6, -10, -14, -18, and -22) from SPF and GF WT and LKO male mice (*n* = 3/time point/group). (**A**) Data analysis workflow, demonstrating 3 arms of analysis: 1, differential expression; 2, oscillation; and 3, network coexpression. (**B**) Principal component analysis of transcriptome profiles; all samples within each group were pooled. (**C**) Differentially regulated KEGG pathways between WT and LKO mice within SPF and GF groups; all samples within each group were pooled. Metabolic pathways are colored (see key),and nonmetabolic pathways are colored gray. Bars to the right of the midline plot represent pathways downregulated in LKO mice compared with WT mice; bars to the left represent pathways upregulated in LKO mice compared with WT mice.

**Figure 5:**
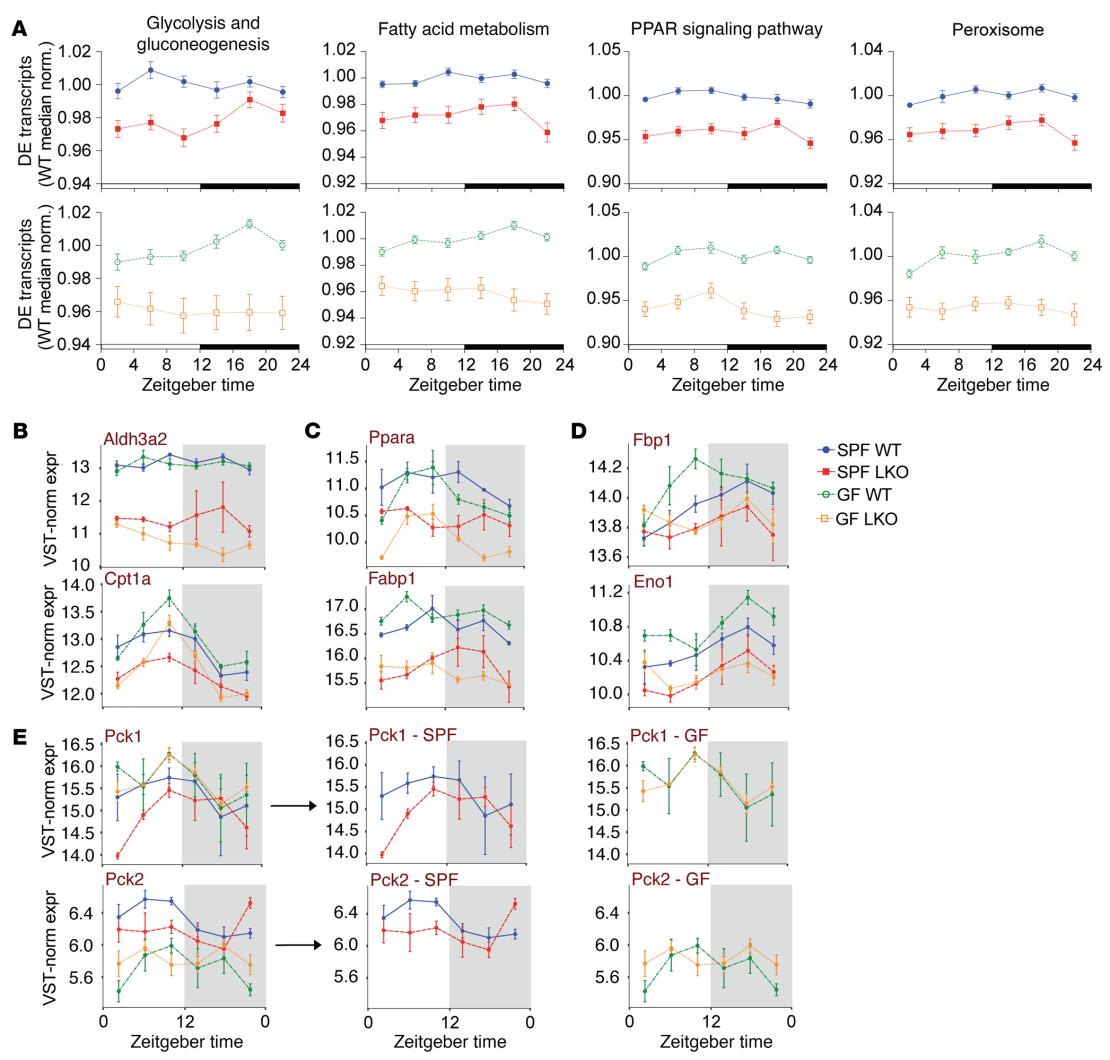
Gut microbes work through the liver clock to impart unique expression patterns of key gluconeogenic genes. Diurnal transcriptome analysis of liver samples collected every 4 hours over 24 hours from SPF and GF WT and LKO male mice (*n* = 3/time point/group) maintained in 12:12 LD (ZT2, -6, -10, -14, -18, and -22). (**A**) WT-median-normalized expression of differentially expressed (DE) genes within identified KEGG pathways. (**B**–**E**) VST-normalized expression of leading-edge genes in FA metabolism (**B**), PPAR signaling (**C**), and GNG (**D** and **E**) D between SPF and GF WT and LKO mice, with the exception of *Pck1* and *Pck2* (**E**), which are only differentially expressed in the SPF group (SPF and GF groups shown separately). Data represent mean ± SEM.

**Figure 6:**
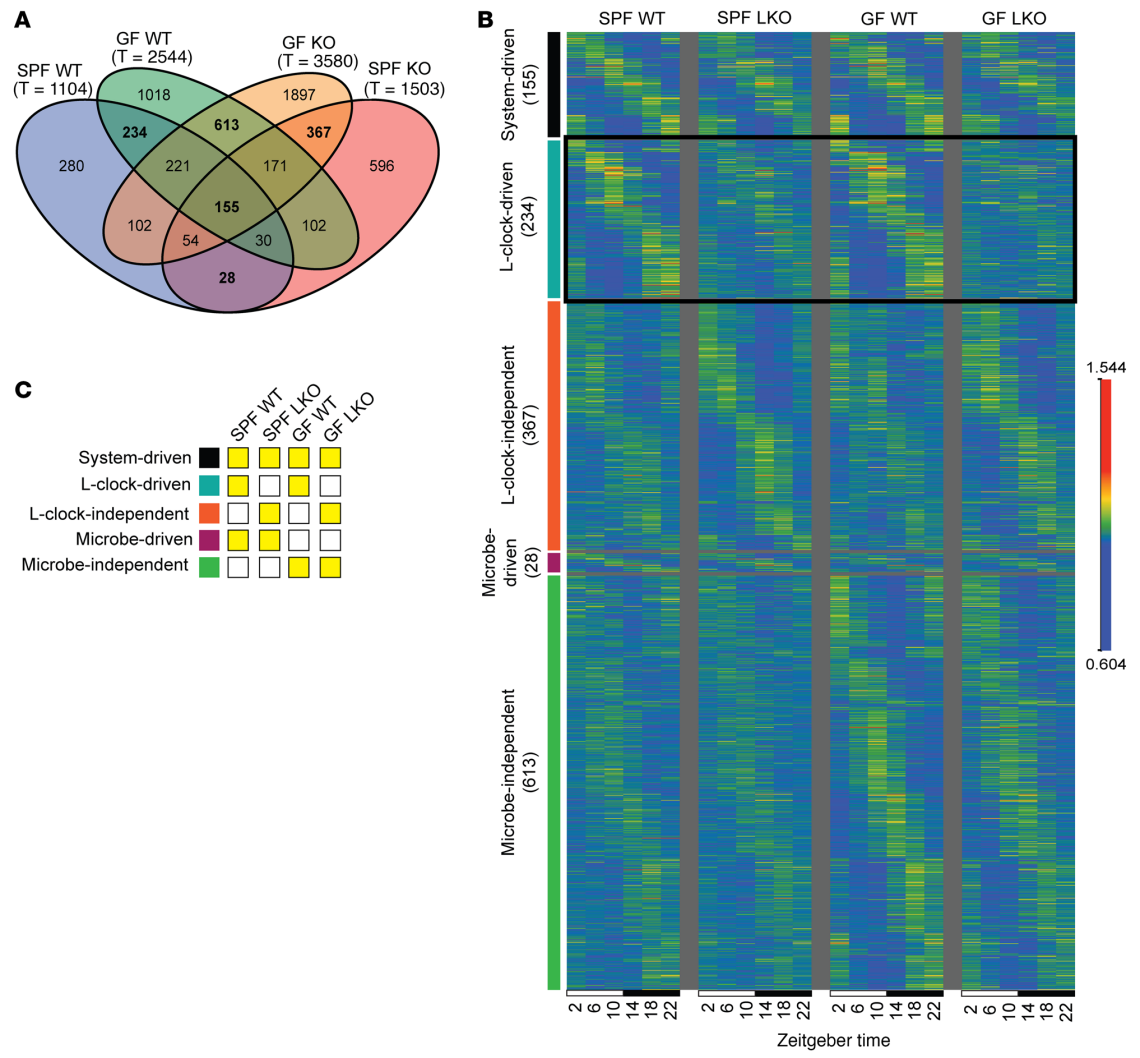
Liver clock and gut microbes drive unique hepatic transcriptome oscillations. Diurnal transcriptome analysis of liver samples collected every 4 hours over 24 hours from animals maintained in 12:12 LD (ZT2, -6, -10, -14, -18, -22) from SPF and GF WT and LKO male mice (*n* = 3/time point/group). (**A**) Venn diagram of significantly oscillating transcripts across each group; total number of oscillating transcripts are under each group title. Oscillating transcripts were identified via eJTK (GammaBH < 0.05). Bold numbers are visualized in Figure 5B. (**B** and **C**) Expression of significantly oscillating transcripts that are system driven, liver clock driven or independent, and microbe driven or independent (**B**). Expression was normalized by median, and transcripts were ordered by time of maximum expression and phase; the key indicates which transcripts are depicted with yellow (**C**).

**Figure 7:**
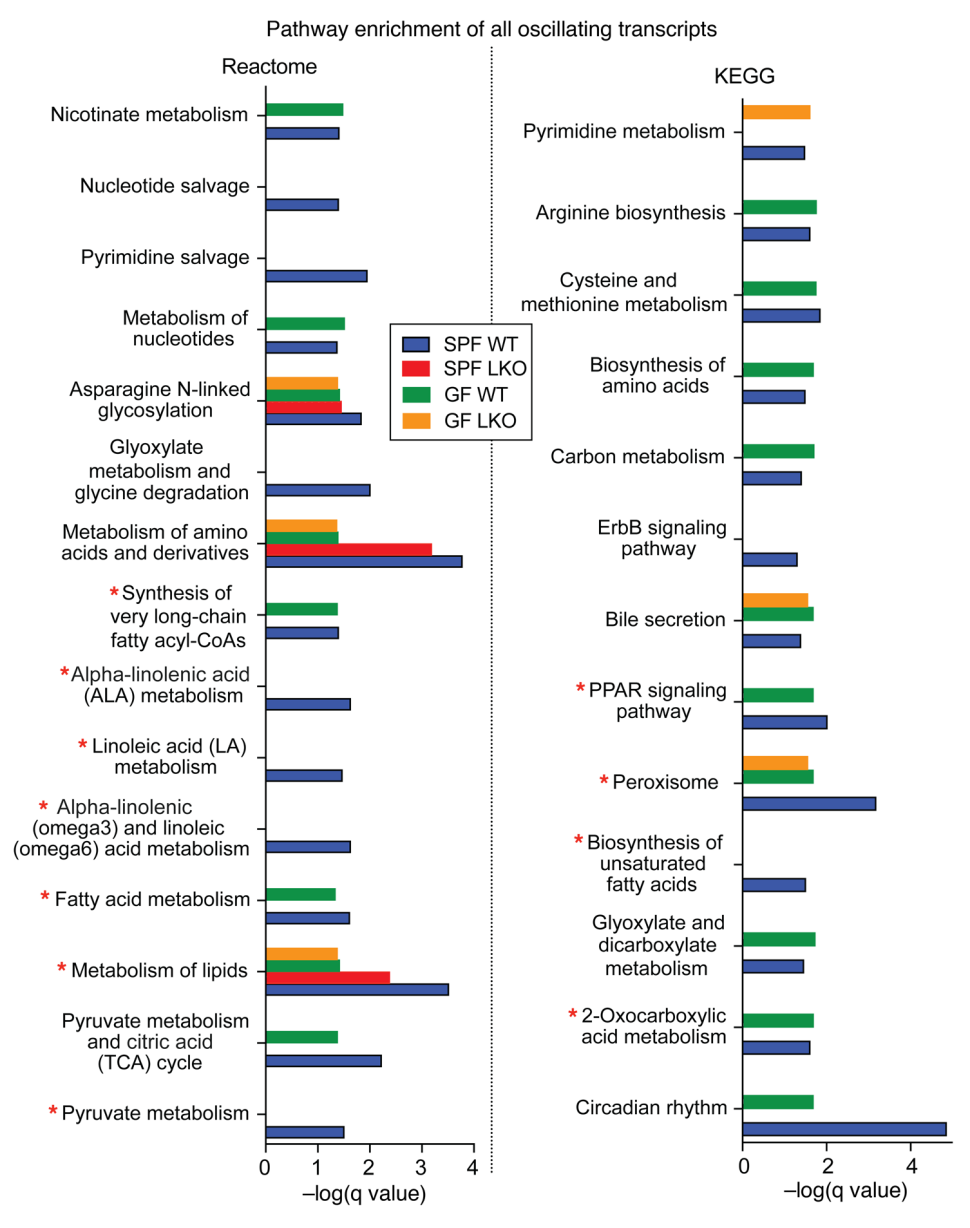
Liver clock and gut microbes uniquely impact functional pathway enrichment of oscillating hepatic transcripts. Diurnal transcriptome analysis of liver samples collected every 4 hours over 24 hours from SPF and GF WT and LKO male mice (*n* = 3/time point/group) maintained in 12:12 LD (ZT2, -6, -10, -14, -18, and -22). Reactome and KEGG pathways significantly enriched by oscillating transcripts within each group. A subset of pathways enriched in SPF WT oscillating genes (*q* < 0.05). A lack of bar indicates lack of significance for that group/pathway (*q* > 0.05). Pathways marked with red star are addressed in the text.

**Figure 8:**
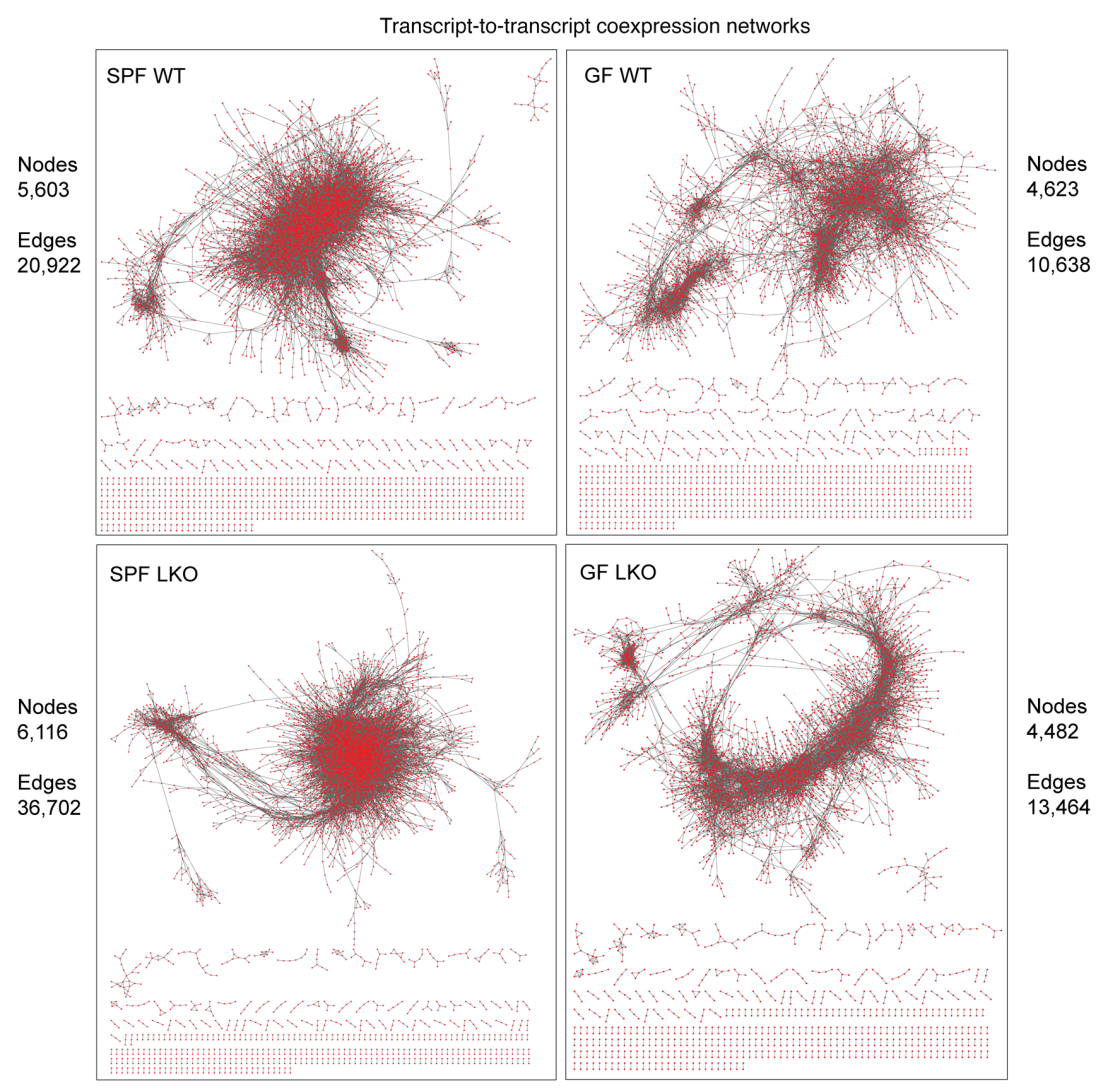
Hepatic transcriptome coexpression over time is differentially affected by the liver clock and gut microbes. Network transcriptome analysis of liver samples collected every 4 hours over 24 hours from SPF and GF WT and LKO male mice (*n* = 3/time point/group) maintained in 12:12 LD (ZT2, -6, -10, -14, -18, and -22). Network coexpression analysis of correlating transcripts over time within each group (*P* < 0.001). Network visualization and the number of correlating transcripts (nodes) and connections (edges) in each group. Red dots represent nodes, and gray lines represent edges.

**Figure 9:**
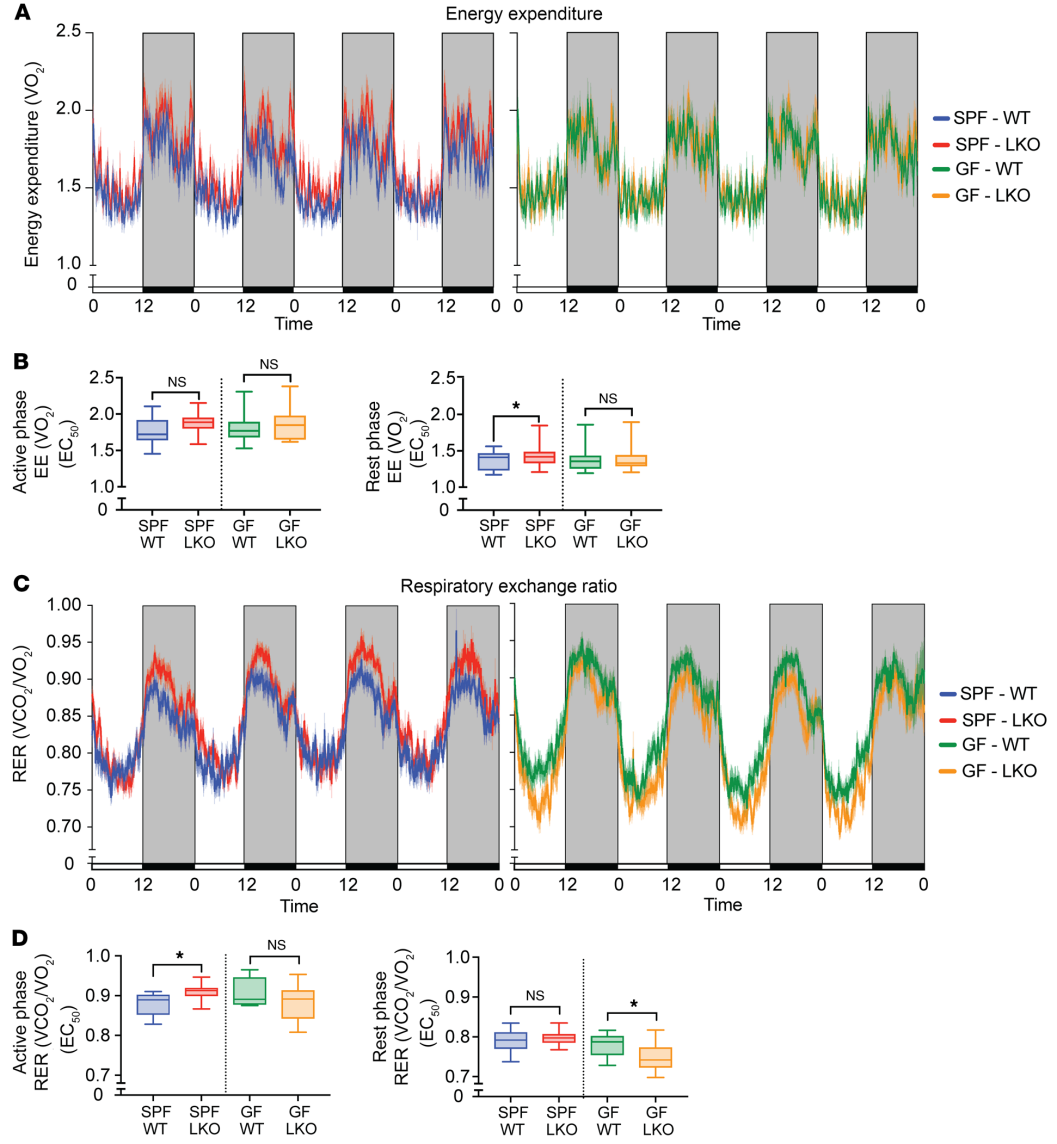
Liver clock and gut microbes differentially alter diurnal patterns of energy expenditure and fuel utilization. Indirect calorimetry assessment of SPF and GF WT and LKO male mice, measured over 4 consecutive 12:12 LD cycles (*n* = 12–13). (**A**) Energy expenditure (EE) represented as VO_2_. (**B**) EE divided into active (dark) and rest (light) periods, summarized by EC_50_ values within each period. (**C**) Respiratory exchange ratio (RER) represented as VCO_2_/VO_2_. (**D**) RER during active (dark) and rest (light) phases, summarized by EC_50_ values. Data points represent mean ± SEM. Lines in box plots represent the median, and whiskers represent the minimum and maximum, respectively. ANCOVA was performed between 2 groups. *P < 0.05.

**Figure 10:**
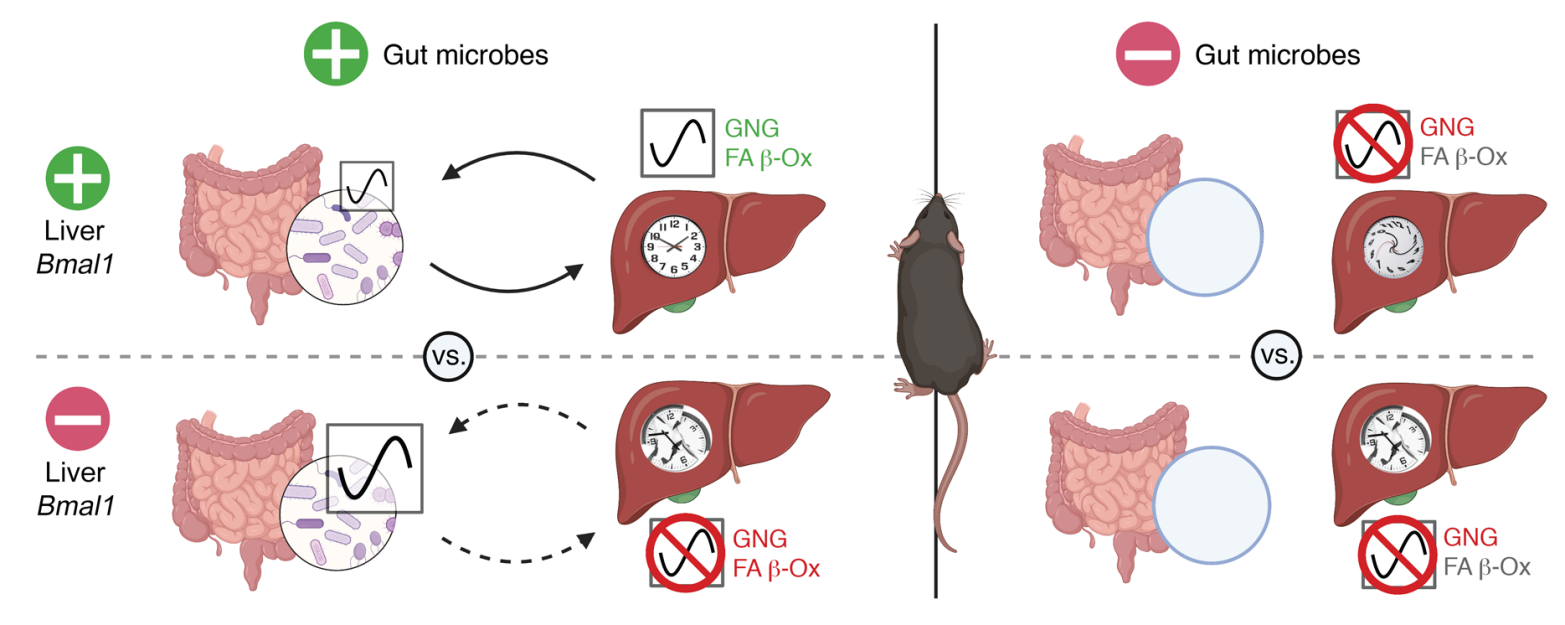
Liver clock and gut microbes partition glucose and lipid metabolism. Model figure. In SPF conditions, the liver circadian clock drives normal GNG and FA β-Ox, fecal microbial abundance oscillations, and hepatic transcriptome oscillations. Following hepatic *Bmal1* deletion, GNG and FA β-Ox are reduced, oscillating microbiota increase, and oscillating hepatic transcripts are not enriched for metabolic pathways, including GNG and FA β-Ox. In GF conditions, GNG is reduced, and oscillating hepatic transcripts are not enriched for GNG and FA β-Ox metabolic pathways regardless of liver clock functionality. Green indicates upregulation, and red indicates downregulation. Solid arrows indicate intact communication, and dashed arrows indicate broken communication. The figure created using BioRender.

**Table 1:**
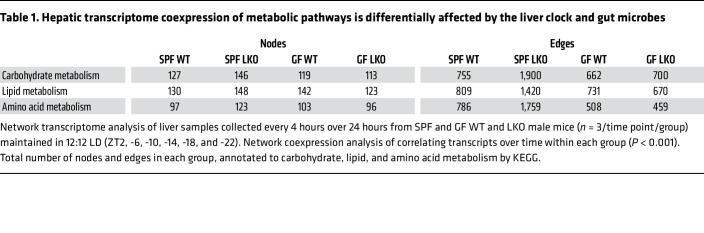
Hepatic transcriptome coexpression of metabolic pathways is differentially affected by the liver clock and gut microbes

How the deposited data were processed for this re-analysis (not part of the article)

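Liver RNA from 72 male mice was measured, 18 in each of 4 groups (SPF WT, SPF LKO, GF WT and GF LKO), with 3 mice at each of 6 ZT. The values the authors deposited are counts of reads per gene, without normalization. To make these counts the authors aligned single-end reads with STAR to GRCm38 and counted them with featureCounts on exons of the Ensembl release 97 annotation, without use of the strand and without reads that aligned to several places or overlapped several genes. Libraries were assigned to groups, ZT and replicate numbers by their labels, and 0 columns of the table were left unused. All 72 libraries were kept, including 4 whose expression went against their labels, and libraries were left out, singly, in pairs, by replicate number or by ZT, only in alternatives and tests. The totals per library had a median of 19106726 counts, and the gene with the most counts took at most 11.34% of a library. Coordinates came from the GENCODE vM21 annotation of GRCm38, which held 55394 of the 55573 genes.

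Changes between groups were tested by edgeR 4.0.16 (R 4.3.3), with TMM factors, its filter on low counts and its quasi-likelihood test, and Benjamini-Hochberg adjustment at 0.05. Each pair of groups was fitted on its own 36 libraries with ZT pooled, each ZT on its 12 libraries with 4 group means, and the difference of the genotype effect between GF and SPF mice on all 72 libraries. DESeq2 1.42.0 served as the other count test and gave the variance-stabilized values, and limma 3.58.1 tested differences in 24 h rhythm. Gene sets were tested by fgsea 1.28.0 with 10000 permutations, and by camera (correlation 0.01) and fry. They were 6 lists written by hand (glycolysis and gluconeogenesis, pyruvate metabolism, fatty acid metabolism, PPAR signaling, peroxisome and biosynthesis of unsaturated fatty acids) and the Reactome sets that come with fgsea, matched by Entrez number for 22381 genes. KEGG, MSigDB and Metascape sets were not used here, nor was the paper's filter on protein-coding genes. A list of 18 clock genes and a list of sex genes, Xist and Ddx3y among them, checked the labels.

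Rhythms, amplitudes, enrichment and networks were computed with code written in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9) and R. Transcripts with at least 10 counts in 3 or more libraries, 14808 of them, entered the test of rhythms. With libraries left out the random series numbered fewer than in the full test. Genes named in the text were chosen by a rule written before any count was read, namely the genes the paper names for these data, the clock genes, and for SPF and GF mice the 5 largest increases and 5 largest decreases between LKO and WT among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and the same sign at all 6 ZT. Genes outside the rule are said to be named after their values were seen.

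The count tests, the set test by fgsea, the test of rhythms and the network were run on simulated data, and limma's test of rhythms, the hypergeometric test, camera and fry were not. With 200 genes changed, edgeR recovered 200 of 200 with 18 libraries against 18 (8 other genes called), 11 of 200 with 3 against 3 (0 others) and 165 of 200 for the difference between 2 effects (5 others), and DESeq2 200, 36 and 168 (16, 14 and 13 others). The set test called 1 of 1 lowered sets and 0 of 5 unchanged sets. The simulated genes were drawn independently, so this did not test lists of genes that vary together. In 40 splits of the real libraries, the real one included, fgsea with fewer permutations often called a list, lower or higher. It called at least 1 list in 19 other splits in SPF mice and 25 in GF mice. For the difference between GF and SPF it did so in 27 other assignments. The count simulations used changes of 1 on the log2 scale and a dispersion of 0.1 for every gene. At that size and spread, changes were mostly missed with 3 libraries against 3. Real genes differ in spread and more of them changed, so this does not give the share missed at a real ZT. Alternatives covered the count test, scaling, filter, covariates, replicate block, gene set test and ranking, the p, transformation, filter, references and threshold for rhythms, the background of enrichments, and the values, thresholds and draws of networks.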

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

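The tests of the differences themselves were planned. Those chosen only after the result was seen are the tests of the lists and genes without single time points, pairs of time points or libraries, the other assignments of microbial status for the lists, the mean statistic of the lists over splits, and camera with an estimated correlation.

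The effect of the liver knockout differed between GF and SPF mice for 59 of 13484 genes, by edgeR's quasi-likelihood test of the difference over all 72 libraries (Benjamini-Hochberg adjusted p under 0.05), and the paper does not report such a test. Of these genes 55 were tested in both pairs of groups, all 55 changed more between LKO and WT in GF than in SPF mice, and 49 changed in the same direction in both. Among the genes of the rule, Nat8 differed by -3.08 on the log2 scale (adjusted p = 0.000339), Mme by -2.65 (adjusted p = 0.000244) and Col27a1 by -2.28 (adjusted p = 0.00937), each with a larger decrease in GF LKO mice. Without the library labelled SPF LKO ZT14 replicate 2, Col27a1 was at -1.69 and no longer passed (adjusted p = 0.0507). In 40 assignments of microbial status within genotype, the real one included, only 1, the real one, gave as many genes, and the next gave 2. These assignments also shuffle the effect of microbial status itself, 4069 genes in WT and 4741 in LKO mice, into the spread between libraries. That can lower the calls in the other assignments, so they do not exclude chance by themselves. A candidate explanation is that the libraries labelled SPF LKO ZT14 replicate 2 and SPF LKO ZT18 replicate 1, which resemble WT libraries, shrink the effect in SPF mice. Without all 12 libraries of ZT14 the test gave 34 genes and without those of ZT18 it gave 33. It gave 34, 32, 36 and 34 without those of ZT2, ZT6, ZT10 and ZT22. Each of these leaves at least 1 of both libraries in. Without the 24 libraries of ZT14 and ZT18, which leaves neither in, 24 genes passed, 20 of them among the 59, while the 14 other pairs of time points left out gave 11 to 25 genes (median 17.5), 12 of them fewer than 24. This argues against the libraries as the whole cause. Leaving out either library alone gave the lowest counts of the 72 omissions, 38 and 39. A smaller change of the same sign in SPF mice, as in 49 genes, is what WT profiles among the SPF LKO libraries would give. A part of these libraries in the difference therefore stays open. The other genes had opposite signs, with changes from -0.15 to 0.22 in SPF mice, while such profiles would shrink a change and not reverse it. Among them was Cyp3a11, named after its values were seen, with 0.22 in SPF and -2.38 in GF mice. Whether microbes buffer the loss of the clock is untested beyond this difference.

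Ranked by the same test, the 6 lists of metabolic genes had normalized enrichment scores of -1.96 for glycolysis and gluconeogenesis, -1.88 for pyruvate metabolism, -2.84 for fatty acid metabolism, -2.15 for PPAR signaling, -2.63 for the peroxisome and -2.44 for the biosynthesis of unsaturated fatty acids, that is, a larger decrease in GF than in SPF LKO mice. The same out-of-place libraries could shrink the decrease in SPF mice. Without the 24 libraries of ZT14 and ZT18, which leaves neither in, all scores stayed negative. In the same order of lists they were -1.51 (adjusted p = 0.0223 from fgsea), -1.67 (0.0123), -2.49 (0.000654), -1.51 (0.0223), -2.08 (0.000654) and -1.86 (0.00251). These p-values come from permutations of genes, and the assignments of microbial status below were not repeated without these libraries. Each score was smaller in size than with all libraries, so a part of the libraries in the difference stays open. Without ZT18 and ZT22, of the 14 other pairs left out, glycolysis and gluconeogenesis did not pass (-1.30, adjusted p = 0.105). At ZT2, ZT6, ZT10 and ZT22, where neither library lies, the median of a list was lower in GF than in SPF mice in 18 of 24 pairs of list and time point, namely at 4 of 4 time points for pyruvate metabolism, the peroxisome and the biosynthesis of unsaturated fatty acids, 3 for PPAR signaling, 2 for fatty acid metabolism and 1 for glycolysis and gluconeogenesis. It was lower in 11 of 12 pairs at ZT14 and ZT18. For pyruvate metabolism, the peroxisome and the biosynthesis of unsaturated fatty acids, scores and the signs of the medians argue against the libraries as the whole cause. The margins between medians were not tested, and some were small. They were -0.12 in SPF and -0.13 in GF mice for pyruvate metabolism at ZT6, and -0.1 and -0.11 for the peroxisome at ZT10. Others were larger, such as -0.29 and -0.51 for the biosynthesis of unsaturated fatty acids at ZT6. For the other lists the medians at these 4 time points were mixed, so the libraries as the whole cause stay open. As many lists were called in 10 of 40 assignments of microbial status, but 6 is the highest number there can be, so this decides nothing. The mean of edgeR's signed statistic over a list minus that over all genes, averaged over the lists, was -1.05. Only 1 of the 40 assignments, the real one, lay as far from 0. Taken one by one, as far lay 1 of 40 for pyruvate metabolism, fatty acid metabolism and the peroxisome. For PPAR signaling and the biosynthesis of unsaturated fatty acids it was 2 each, and for glycolysis and gluconeogenesis 3. These shares are not adjusted over the 6 lists. The assignments also shuffle the effect of microbial status itself into the spread between libraries, which can shrink the statistic in the other assignments. They therefore do not exclude chance by themselves, for the lists together or one by one.

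For the lists called lower between LKO and WT, 5 of 40 splits of the GF libraries called all 6 lists as the real split did, again the highest number there can be. By the mean statistic, only 1 of the 40 splits, the real one, lay as far from 0, for the lists together (-3.13) and for each list. Fry, which rotates libraries, called all 6 lists in GF LKO mice (adjusted p from 1.32e-12 to 1.58e-09), and so did camera with an estimated correlation (adjusted p from 0.0246 to 0.0293), so chance can be excluded in GF mice. In SPF mice the tests did not give 1 answer. By the mean statistic only 1 of 40 splits, the real one, lay as far from 0, for the lists together (-1.29) and for each list, as in GF mice. Fry called 5 lists. But 6 of 40 splits called as many lists as the 4 called by fgsea, and camera with an estimated correlation called none (2 at an unadjusted p under 0.05). Camera asks whether a list changed more than other genes, and for that question chance stays open in SPF mice. The mean statistic grows with changes among all genes, and it does not show that the lists changed more than other genes.

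The 24 h rhythm of a transcript, tested by limma on the cosine and sine terms (14808 transcripts, Benjamini-Hochberg adjusted p under 0.05), differed between SPF WT and SPF LKO mice for 125 transcripts, between GF WT and GF LKO mice for 802, between SPF WT and GF WT mice for 4 and between SPF LKO and GF LKO mice for 594. The paper compares lists of oscillating transcripts and does not report such a test. The rhythm thus differed between microbial states far more often in LKO than in WT mice, a contrast that was not itself tested. The libraries labelled SPF LKO ZT14 replicate 2 and SPF LKO ZT18 replicate 1, whose genotype index was -0.12 and 0.02 where other SPF LKO libraries had 0.78 to 0.94, may add to the 594 and take from the 125, which was not tested. The libraries labelled SPF WT ZT14 replicate 3 and GF WT ZT6 replicate 3 may likewise take from the comparisons with WT mice.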

How the results depend on the processing

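The alternatives reported here were set before the data were examined, except for those chosen only after the result was seen. The latter are camera with a correlation estimated for each list, the principal components with each replicate number or library left out, the selection of transcripts by p from random series with amplitudes measured in another replicate, and, for the networks, TMM-normalized CPM with the mean r above 0.95 alone, ZT means of TMM-normalized CPM, a mean r above 0.9 alone, and r over all 18 libraries or in a single draw.

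The numbers of genes changed between groups with all ZT pooled stayed within 1.5 times under DESeq2, DESeq2's size factors, no filter on low counts, ZT as an additive factor, the robust fit and with any library left out. Between LKO and WT they ran over these alternatives from 2755 to 3698 in SPF and from 3747 to 4774 in GF mice, and between GF and SPF from 3662 to 4852 in WT and from 4355 to 5596 in LKO mice. A log2 fold change of at least 1 in size left 359 and 496 genes between genotypes in SPF and GF mice, 221 and 164 between microbial states in WT and LKO mice, and 30 of the genes whose genotype effect differed with microbial status, since it removes genes by construction. The number of such genes ran from 46 to 85 over the other alternatives and from 38 without the library labelled SPF LKO ZT14 replicate 2 to 69 without GF WT ZT2 replicate 1. It was 39 without the library labelled SPF LKO ZT18 replicate 1.

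Replicate numbers did not pair the libraries. Over 108 pairs of libraries of 1 ZT with the same number the mean correlation of their deviations from the group means was -0.012 (range -0.417 to 0.57, 25 pairs over 0.1), and over 216 pairs with other numbers it was 0.006. With ZT and replicate number as a block (18 blocks), 3570 genes changed between LKO and WT in SPF and 4491 in GF mice, 4540 and 5046 between microbial states in WT and LKO mice, and 67 in the effect of genotype with microbial status. The replicate block moved the 2 genes of SPF ZT18 to 0 and the Reactome sets lower in SPF LKO mice from 61 to 33.

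Counts within a ZT, with 3 libraries per group, moved more, and the cause was not tested. Without a filter on low counts, SPF mice gave 1599, 1830, 532, 623 and 1016 genes at ZT2, ZT6, ZT14, ZT18 and ZT22 and GF mice 1104, 1601, 1870 and 1024 at ZT2, ZT14, ZT18 and ZT22. DESeq2 gave 136 genes in SPF and 1296 in GF mice at ZT14, and 107 and 678 in SPF mice at ZT18 and ZT22. All 72 libraries in 1 fit gave 190 genes in SPF and 1789 in GF mice at ZT14 and 81 in SPF mice at ZT18. With each library left out in turn, SPF mice gave 479 to 1009 genes at ZT2, 534 to 868 at ZT6, 947 to 1600 at ZT10, 0 to 699 at ZT14, 0 to 627 at ZT18 and 281 to 488 at ZT22, and GF mice 323 to 544 at ZT2, 126 to 264 at ZT14, 452 to 669 at ZT18 and 357 to 470 at ZT22. The 699 came without the library labelled SPF LKO ZT14 replicate 2 and the 627 without the library labelled SPF LKO ZT18 replicate 1. Every library left out at ZT14 or ZT18 in GF mice lowered the count by more than 1.5 times. The SPF libraries of these ZT, which share the estimate of the spread, were not left out for the GF counts.

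The share of variance on PC1 was 26.1% with all genes, 39.7% with 2000 genes and 47.8% on log2 CPM, and that on PC2 13.1%, 11.8% and 10.5%. Without each replicate number in turn PC1 held 49% to 50.9% and PC2 11% to 11.7%, and the share of PC2 between microbial states was 61.1% to 88.3%. Within a ZT, log2 CPM moved the share of PC2 between microbial states to 70.7% at ZT6 and 87.2% at ZT22. With 1 library left out, the share of PC1 between genotypes was 91.1% to 98.8% at ZT2, 96.3% to 98.6% at ZT6, 98.3% to 99.5% at ZT10, 63.3% to 99.4% at ZT14, 66.7% to 98.8% at ZT18 and 97.4% to 99.3% at ZT22. The share of PC2 between microbial states was 84.8% to 98.6%, 41.5% to 87.5%, 91.5% to 98.5%, 51.7% to 93%, 67.9% to 92.4% and 64.9% to 89% in the same order.

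With the correlation estimated for each list, camera called 0 lists lower in SPF LKO mice (2 lists at an unadjusted p under 0.05), against 4 by fgsea and 5 each by camera with the preset correlation and by fry. Ranking by DESeq2's Wald statistic gave 98 Reactome sets lower in SPF and 63 lower in GF LKO mice, and ZT as an additive factor 23 higher in GF LKO mice. The cause was not tested. At ZT10 camera called 5 lists lower in GF LKO mice. Without each replicate number in turn, the lists called lower in SPF LKO mice numbered 0 to 3 at ZT2, 0 to 6 at ZT6, 0 to 6 at ZT14 and 0 to 6 at ZT18, and those in GF LKO mice 0 to 6 at ZT2 and 3 to 5 at ZT10. The 0 came without replicate 3 at ZT2 in GF mice, and in SPF mice without replicate 1 at ZT6, replicate 3 at ZT14 and replicate 2 at ZT18. Of the tests of single lists under other settings, 65 kept the side of the threshold, 3 passed it and 4 no longer did.

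Counts of oscillating transcripts in SPF mice moved with nearly every choice. With p from the random series (empirical p) they were 1411 in SPF WT and 1869 in SPF LKO mice, with 226 transcripts in all 4 groups, 271 clock-driven, 459 clock-independent, 41 microbe-driven, 304 only in SPF WT and 649 only in SPF LKO mice. On log2 CPM there were 470 in SPF LKO mice, 142 clock-independent, 6 microbe-driven and 134 only in SPF LKO mice. With every gene with any count in the group the calls were 0 in SPF WT and 0 in SPF LKO (4515 of 29085 and 5433 of 29414 genes at an unadjusted p under 0.05 by the gamma fit), 1027 in GF WT and 1937 in GF LKO mice, with 409 microbe-independent ones and 0 in each category that needs an SPF call. With a mean of at least 100 counts there were 1314 in SPF LKO mice, 198 in all 4 groups, 354 clock-independent and 20 microbe-driven. The cosinor F test called 1747 in SPF WT and 2537 in SPF LKO mice, 326 in all 4 groups, 283 clock-driven, 610 clock-independent, 77 microbe-driven, 366 only in SPF WT and 896 only in SPF LKO mice. Symmetric cosines only gave 0 in SPF WT, 0 in SPF LKO and 1243 in GF WT mice, and 0 in every category with an SPF call. At an adjusted p (BH) under 0.01 every count was 0, which the smallest adjusted p, 0.038 in SPF WT, 0.0446 in SPF LKO, 0.0191 in GF WT and 0.0154 in GF LKO mice, makes certain. With a peak to trough of at least 0.5 there were 2107 in GF LKO mice, 138 clock-independent, 389 microbe-independent and 1254 only in GF LKO mice. The limma test of any difference between the 6 ZT called 121 in all 4 groups and 546 only in GF WT mice. With 1 library left out the calls ran from 0 to 1104 in SPF WT and from 0 to 1476 in SPF LKO mice, those in all 4 groups from 0 to 107, clock-driven from 0 to 226, clock-independent from 0 to 379, microbe-driven from 0 to 23, microbe-independent from 445 to 897, only in SPF WT from 0 to 271, only in SPF LKO from 0 to 646 and only in GF WT from 530 to 1140. The highest SPF WT count came without the library labelled SPF WT ZT14 replicate 3, the highest SPF LKO count without SPF LKO ZT22 replicate 1, the 445 and 530 without GF WT ZT14 replicate 1 and the 897 and 1140 without the library labelled GF WT ZT6 replicate 3. Apart from the limit of 0.01, the cause was not tested.

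On log2 CPM the median amplitude of the transcripts called in SPF WT mice was 0.401 in SPF WT, 0.219 in SPF LKO, 0.412 in GF WT and 0.251 in GF LKO mice, a change of scale. Selected on replicates 1 and 2 by empirical p and measured in replicate 3, it was 0.231 in SPF LKO and 0.282 in GF LKO mice. Selected by the gamma fit, the planned form of this alternative, no transcript was called in the SPF groups, so it gave no value. Of the amplitudes by category under other settings, 35 moved by less than the spread between replicates and 45 by more.

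With all genes with any count as background, 113, 70, 308 and 469 Reactome sets were enriched in SPF WT, SPF LKO, GF WT and GF LKO mice, since genes not expressed in liver then count as background. Calls by the cosinor F test gave 23 sets in SPF LKO and 18 in GF WT mice, and the same number of top transcripts in every group 12 in GF WT and 1 in GF LKO mice. An adjusted p under 0.01 left no transcript to test, so that alternative gave no value. Of the enrichments of single sets under other settings, 238 kept the side of the threshold, 65 passed it, 59 of them with the wider background, and 9 no longer did. Of the log2 fold changes of named genes under other settings, 480 kept their sign and side of the threshold, 3 passed it, 3 no longer did and none changed sign.

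Networks moved from 0 to 724990 edges over these choices, and a mean r above 0.9 with the limit on the mean p kept moved none of the counts. Values follow in the order SPF WT, SPF LKO, GF WT and GF LKO mice. TMM-normalized CPM in place of raw counts gave 2 nodes and 1 edge in SPF WT and 0 nodes and 0 edges in SPF LKO mice. The mean r above 0.95 alone gave 152, 354, 225 and 261 nodes and 97, 269, 224 and 207 edges, and r from the ZT means 11395, 11399, 10781 and 10987 nodes and 367640, 724990, 283255 and 239003 edges. Another random seed gave 0 nodes and 0 edges in SPF LKO and 2 nodes and 1 edge in GF WT mice, and 100 draws 4 nodes and 2 edges in GF LKO mice. TMM-normalized CPM with the mean r above 0.95 alone gave 90, 144, 202 and 175 nodes and 55, 119, 239 and 131 edges. ZT means of TMM-normalized CPM gave 11425, 11457, 10814 and 10994 nodes and 156170, 242221, 197678 and 193725 edges. The mean r above 0.9 alone gave 2328, 3167, 2078 and 2387 nodes and 4260, 12070, 4875 and 5898 edges, r over all 18 libraries 828, 1288, 546 and 688 nodes and 693, 1589, 407 and 632 edges, and a single draw 11390, 11433, 10781 and 10990 nodes and 347326, 230244, 202711 and 194851 edges. With 1 library left out there were 0 to 4, 2 to 15, 2 to 11 and 2 to 6 nodes and 0 to 2, 1 to 8, 1 to 7 and 1 to 3 edges. The highest values came without SPF WT ZT2 replicate 3, the library labelled SPF LKO ZT18 replicate 1 and GF WT ZT22 replicate 1. In GF LKO mice the highest values came equally without ZT2 replicate 1, ZT2 replicate 2 or ZT6 replicate 1. The mean p has to be under 0.001 over draws of 6 libraries, which by its construction only pairs with nearly the same order in every draw reach. The cause of the other differences was not tested.

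Depth limits the genes with low counts. Libraries held 17369927 to 22076113 counts, the range of a group overlapped that of every other group, and 22224 of the 55573 genes had no count in any library, so for these no change was measurable at this depth.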

Differences from the paper's values

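The alternatives compared here were set before the data were examined unless said otherwise, and those chosen only after the result was seen are named where they appear.

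For oscillating transcripts in SPF LKO mice the paper's value is 1503 and the value found here 750. With p from random series (1869) and a mean of at least 100 counts (1314) the values differ by less than 1.5 times. On log2 CPM (470), VST fitted within each group (617), every gene with any count (0), the cosinor F test (2537), symmetric cosines (0), an adjusted p under 0.01 (0), a peak to trough of at least 0.5 (537) and the limma test of any difference between ZT (699) they do not. Without SPF LKO ZT22 replicate 1 the value was 1476, close to the paper's. For transcripts oscillating in all 4 groups the paper's value is 155 and the value found here 80. With p from random series (226), a mean of at least 100 counts (198) and the limma test (121) the gap is under 1.5 times, and with the other 7 alternatives it is not (59, 71, 0, 326, 0, 0 and 66 on log2 CPM, VST per group, every gene, cosinor, symmetric cosines, the limit of 0.01 and peak to trough). For SPF WT mice the paper's value is 1104 and the value found here 755, within 1.5 times, and without the library labelled SPF WT ZT14 replicate 3 the value was 1104, the paper's.

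Clock-independent transcripts numbered 221 here and about 370 in Figure 6A, read by eye. With p from random series (459) and a mean of at least 100 counts (354) the gap is under 1.5 times, and with log2 CPM (142), VST per group (179), every gene (0), cosinor (610), symmetric cosines (0), the limit of 0.01 (0), peak to trough (138) and limma (183) it is not. Without SPF LKO ZT22 replicate 1 the value was 379. Microbe-driven transcripts numbered 10 here and about 28 in Figure 6A, read by eye. With p from random series (41) and a mean of at least 100 counts (20) the gap is under 1.5 times, and with the same 8 others (6, 8, 0, 77, 0, 0, 7 and 10) it is not. Transcripts called only in SPF WT mice numbered 157 here and about 280 in Figure 6A, read by eye. The gap with p from random series (304) and cosinor (366) is under 1.5 times, and with log2 CPM (117), VST per group (141), every gene (0), a mean of at least 100 counts (151), symmetric cosines (0), the limit of 0.01 (0), peak to trough (138) and limma (186) it is not. Without the library labelled SPF WT ZT14 replicate 3 the value was 271. Transcripts called only in SPF LKO mice numbered 244 here and about 600 in Figure 6A, read by eye. The gap with p from random series (649) and cosinor (896) is under 1.5 times, and with log2 CPM (134), VST per group (191), every gene (0), a mean of at least 100 counts (359), symmetric cosines (0), the limit of 0.01 (0), peak to trough (191) and limma (194) it is not. Without SPF LKO ZT22 replicate 1 the value was 646.

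Network nodes numbered 0 in SPF WT and 2 in SPF LKO mice here, and the paper's values are 5603 and 6116. Edges numbered 0 and 1 here, and the paper's values are 20922 and 36702. In GF WT and GF LKO mice nodes numbered 4 and 2 here and about 4600 and about 4500 in Supplemental Figure 8B, read by eye, and edges 2 and 1 here and about 11000 and about 13000 there. None of the 6 alternatives came within 1.5 times of the paper for nodes or edges in any group. TMM-normalized CPM gave 2, 0, 6 and 2 nodes and 1, 0, 3 and 1 edges in SPF WT, SPF LKO, GF WT and GF LKO mice. The mean r above 0.9 gave 0, 2, 4 and 2 nodes and 0, 1, 2 and 1 edges, another random seed 0, 0, 2 and 2 nodes and 0, 0, 1 and 1 edges, and 100 draws 0, 2, 3 and 4 nodes and 0, 1, 3 and 2 edges. The mean r above 0.95 alone gave 152, 354, 225 and 261 nodes and 97, 269, 224 and 207 edges, and r from the ZT means 11395, 11399, 10781 and 10987 nodes and 367640, 724990, 283255 and 239003 edges. Of the alternatives chosen after the values were seen, a mean r above 0.9 alone came nearest for edges, with 4260, 12070, 4875 and 5898 edges over 2328, 3167, 2078 and 2387 nodes. A single draw gave 11390, 11433, 10781 and 10990 nodes, nearer in SPF mice. Neither came within 1.5 times.

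The paper states that SPF LKO mice have more oscillating transcripts than SPF WT mice, while 750 and 755 were called here. With p from random series (1869 and 1411), a mean of at least 100 counts (1314 and 1039) and the cosinor F test (2537 and 1747) SPF LKO mice had more. They had fewer on log2 CPM (470 and 622), VST fitted within each group (617 and 716), a peak to trough of at least 0.5 (537 and 600) and by limma (699 and 937), and both groups had 0 with every gene, symmetric cosines or the limit of 0.01. In GF mice LKO exceeded WT, with 3535 and 2169. The paper states that glycolysis and gluconeogenesis fall in SPF LKO mice, while the list scored -1.37 here (adjusted p = 0.0756 from fgsea). Camera with the preset correlation (adjusted p = 0.0352), fry (0.0246) and the ranking by DESeq2's Wald statistic (0.037) called it. ZT as an additive factor (score -1.39), the replicate block (-1.41) and, chosen after the values were seen, camera with an estimated correlation (adjusted p = 0.317) did not. The paper reports a lower Pck1 in SPF LKO mice, while the log2 fold change here was -0.51 (adjusted p = 0.0967 from edgeR's quasi-likelihood test). It was called with ZT as an additive factor (adjusted p = 0.0496), at ZT2 alone (adjusted p = 0.0139), and without the library labelled SPF LKO ZT14 replicate 2 (adjusted p = 0.0345), SPF WT ZT18 replicate 3 (0.0351) or SPF WT ZT22 replicate 3 (0.0495). The paper reports a considerably lower Pck2 in SPF LKO mice, while it was -0.16 here (adjusted p = 0.346). Both GF groups were below SPF here too, by -0.83 and -0.52. The paper names Reactome pyruvate metabolism as enriched among oscillating transcripts of SPF WT mice alone, while no group passed here (adjusted p = 0.394 in SPF WT). With all genes with any count as background SPF WT (0.0147) and SPF LKO (0.0273) mice passed. The paper ranks the enrichment of lipid metabolism as SPF WT, then SPF LKO, then the GF groups, while the folds here were 1.69, 1.75, 1.72 and 1.45 in SPF WT, SPF LKO, GF WT and GF LKO mice. They were 1.44, 1.21, 1.59 and 1.29 by the cosinor F test, 1.7, 1.75, 1.93 and 1.98 with the same number of top transcripts in every group and 3.29, 3.4, 3.34 and 2.83 with all genes with any count as background, so no setting gave the paper's order. The paper reports no enrichment of fatty acid metabolism, unsaturated fatty acids, the peroxisome and PPAR signaling in SPF LKO mice, and none of these lists passed there here (adjusted p = 0.448, 0.755, 0.297 and 0.448), though the peroxisome did with all genes with any count as background (0.0121). It reports reduced or absent enrichment in the GF groups, while in GF WT mice fatty acid metabolism (adjusted p = 0.00373), PPAR signaling (0.000271) and the peroxisome (3.2e-06) passed here, and in GF LKO mice the peroxisome (0.00609). The folds in GF WT mice were 2.28, 2.35 and 2.57, against 1.87, 2.57 and 2.8 in SPF WT mice, where fatty acid metabolism did not pass (0.247) and the other two did (0.0356 and 0.0104). The paper finds GF LKO less preserved than SPF LKO mice in clock-driven transcripts, while the median amplitudes here were 0.149 ± 0.01 and 0.157 ± 0.032 (SD, n = 3 replicates). The paper describes SPF networks as denser than GF networks, while here edges were too few to rank by the mean r and mean p. By r from the ZT means both SPF groups were the denser, with 5.62, 11.02, 4.83 and 3.93 edges per 1000 gene pairs in SPF WT, SPF LKO, GF WT and GF LKO mice. By the mean r above 0.95 alone SPF WT mice had the fewest edges, 97 beside 269, 224 and 207. Among settings chosen after the values were seen, both SPF groups had more edges than the GF groups with r over all 18 libraries (693, 1589, 407 and 632) and in a single draw (347326, 230244, 202711 and 194851). SPF WT mice had the fewest with ZT means of TMM-normalized CPM (156170, 242221, 197678 and 193725), the mean r above 0.9 alone (4260, 12070, 4875 and 5898) and TMM-normalized CPM with the mean r above 0.95 alone (55, 119, 239 and 131).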

Other observations

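The tests of the 4 libraries out of place, of depth for the number of oscillating transcripts, of the edges without pairs of libraries, of all time points together, and of the size of the differences between GF and SPF mice were chosen only after the result was seen, and the other tests were planned.

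The libraries labelled SPF LKO ZT14 replicate 2 and SPF LKO ZT18 replicate 1 lay among the WT libraries. An index of genotype was set to 0 at the mean of WT and 1 at the mean of LKO libraries of the other microbial status, over the 496 genes that changed by a log2 fold change of at least 1 in size between GF genotypes for SPF libraries, and the 359 genes that did so between SPF genotypes for GF libraries. The libraries had indices of -0.12 and 0.02, while the other 16 SPF LKO libraries had 0.78 to 0.94 and the GF LKO libraries 1.09 to 1.27. Their totals, 19058652 and 19612430 counts, lay within the range of the other SPF LKO libraries, which argues against library size. A mixture of WT and LKO RNA in about equal parts would lie near the middle, and neither did. A swap with an SPF WT library would need a partner out of place, and the highest index of the 18 SPF WT libraries was 0.18, which argues against it. A wrong label without a partner, or a mouse in which Bmal1 was not excised in the liver, stays open and could give indices of -0.12 and 0.02. The paper does not report on these libraries.

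The libraries labelled SPF WT ZT14 replicate 3 and GF WT ZT6 replicate 3 may have exchanged places. On an index of microbial status, negative in SPF and positive in GF libraries, the first had 0.2 and the second -0.46, while the other SPF WT libraries ran from -0.59 to -0.2 and the other GF WT libraries from 0.24 to 0.49. Placed by 18 clock genes against the other WT libraries, the first came at ZT 6 and the second at ZT 14, while 15 of 17 other SPF WT and 17 of 17 other GF WT libraries came at the ZT of their label. Both the status and the time are those that exchanged labels would give. Since the pattern was found in these data, it is a hypothesis.

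Few genes changed between SPF LKO and SPF WT mice at ZT14 and ZT18. A candidate explanation is the library with a WT profile among the 3 of each ZT. Without the library labelled SPF LKO ZT14 replicate 2 the count at ZT14 was 699, and without the library labelled SPF LKO ZT18 replicate 1 that at ZT18 was 627, both within the range of the other ZT. The 6 libraries of a ZT make 10 splits, too few for the splits of a single ZT to exclude chance, whatever they give. At ZT14 in SPF mice the real split gave 0 genes, which all 10 splits reach, so they do not test chance there. Another split of the same libraries gave 276 genes, more than the split by labels. At ZT18, with 2 genes, 3 splits gave as many. In the 10 other comparisons, SPF mice at the other ZT and GF mice at all 6 ZT, only 1, the real split, gave as many genes, 449 to 1764 beside at most 6 in another split. Of the 12 comparisons together, 10 had the most genes in the real split alone (binomial p = 5.46e-09 for a share of 0.1), so chance can be excluded for the changes over all ZT.

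More transcripts were called oscillating in GF than in SPF groups. A higher depth of GF libraries does not account for it, since the median total was lower in GF than in SPF mice, by -265349 counts in WT and -1081340 in LKO mice. The median standard deviation within a ZT was 0.99 times as high in SPF WT as in GF WT mice and 1.06 times as high in SPF LKO as in GF LKO mice. The range of the ZT means beyond that of shuffled times was 0.99 times as large in GF WT as in SPF WT and 1.36 times as large in GF LKO as in SPF LKO mice. A larger spread in SPF and larger rhythms in GF mice may therefore both take part in LKO mice. In WT mice neither can be told apart from no difference by these ratios, which lie at 1. With 1 library left out, the excess range ran from 0.0363 to 0.0761 in SPF WT and from 0.0406 to 0.0604 in GF WT mice. The median 24 h amplitude over all 14808 transcripts was 0.124 in SPF WT and 0.136 in GF WT mice, so larger rhythms in GF WT mice stay open. When ZT labels were shuffled within a group 100 times, only 1, the real order, gave as many calls in each group, so chance can be excluded for the presence of rhythms in each group. This does not test the difference between GF and SPF groups, for which chance was not tested.

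For transcripts called in a single group, similar rhythms on both sides of the threshold were tested as an explanation. Of the 879 transcripts called only in GF WT mice, 1 differed in rhythm between GF WT and SPF WT mice by the test of the difference, so for this pair of groups the explanation stays open, as it does where 0 of the 157 called only in SPF WT differed between SPF WT and GF WT mice and 0 of the 244 called only in SPF LKO between SPF LKO and SPF WT mice. In other pairs some differed, which the explanation does not cover for these transcripts. They were 13 of the 157 between SPF WT and SPF LKO mice, 174 of the 879 between GF WT and GF LKO mice, 36 of the 244 between SPF LKO and GF LKO mice, and of the 2140 called only in GF LKO mice 156 between GF LKO and GF WT and 196 between GF LKO and SPF LKO mice. For the lower amplitude in SPF LKO mice of transcripts that oscillate in SPF WT mice, their selection by SPF WT values was tested. Measured in a replicate not used for the selection, the median was higher in SPF WT than in SPF LKO mice in 3 of 3 replicates, which argues against selection as the whole cause.

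The order of the groups by network edges may follow library size in part. From ZT means of raw counts SPF WT mice had more edges than both GF groups, while on TMM-normalized CPM SPF LKO mice had 242221 edges and SPF WT mice the fewest of the 4 groups. On raw counts the number of genes passing the filter does not explain it, since edges per gene pair in SPF LKO were 2.8 times those in GF LKO mice (1.16 times on TMM-normalized CPM). Without the library labelled SPF LKO ZT14 replicate 2 the edges from ZT means in SPF LKO mice were 1.46 times those in SPF WT mice, and without the library labelled SPF LKO ZT18 replicate 1 they were 1.67 times. Without both there were 507689 edges, 1.38 times those in SPF WT mice and more than the highest value of SPF WT mice without 1 library, 411514, or without 1 library each of ZT14 and ZT18, 415599. Other pairs of SPF WT libraries were not left out. This argues against these libraries as the whole cause of the excess. A part in it stays open, although other libraries lowered the edges as much, since leaving out SPF LKO ZT22 replicate 2, a library in place, gave 1.41 times, and of the 8 other pairs of SPF LKO libraries of ZT14 and ZT18 left out 1 gave fewer edges, 499294. When libraries were shuffled among ZT 50 times, the real one included, 11 gave as many edges from ZT means in SPF WT, 1 in SPF LKO, 3 in GF WT and 8 in GF LKO mice, so at this setting chance can be excluded only for SPF LKO mice. With the mean r above 0.95 alone (100 draws) as many edges came in 1 of 50 shuffles for SPF WT, 2 for SPF LKO, 1 for GF WT and 1 for GF LKO mice, so at that setting chance can be excluded for each group. By the mean r and mean p (100 draws) as many came in 50, 5, 1 and 1 of 50 shuffles in the same order. There chance stays open for SPF LKO mice, and the 0 edges of SPF WT mice decide nothing.

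More genes differed between GF and SPF than between LKO and WT mice. Many small differences may be the reason, since 221 genes changed by a log2 fold change of at least 1 in size between GF WT and SPF WT mice, fewer than between genotypes. The paper states that all 72 samples ran on 6 lanes with their read files joined, which leaves no room for a lane that follows microbial status if each library ran on every lane. No other batch is named, and GF and SPF mice were housed apart, so housing goes with microbial status. In 40 splits of the libraries of each pair of groups only 1, the real split, gave as many genes, for all 4 pairs, so chance can be excluded for the presence of differences in each pair. Their order by number was not tested. In WT mice it rests on 4069 genes between microbial states against 3899 between genotypes in GF mice, and without SPF WT ZT6 replicate 3 the former was 3662.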
